# Pre-mitotic genome re-organisation bookends the B cell differentiation process

**DOI:** 10.1038/s41467-021-21536-2

**Published:** 2021-02-26

**Authors:** Wing Fuk Chan, Hannah D. Coughlan, Jie H. S. Zhou, Christine R. Keenan, Naiara G. Bediaga, Philip D. Hodgkin, Gordon K. Smyth, Timothy M. Johanson, Rhys S. Allan

**Keywords:** Epigenetics in immune cells, B cells, Cell division, Chromatin remodelling, Chromosomes

## Abstract

During cellular differentiation chromosome conformation is intricately remodelled to support the lineage-specific transcriptional programs required for initiating and maintaining lineage identity. When these changes occur in relation to cell cycle, division and time in response to cellular activation and differentiation signals has yet to be explored, although it has been proposed to occur during DNA synthesis or after mitosis. Here, we elucidate the chromosome conformational changes in B lymphocytes as they differentiate and expand from a naive, quiescent state into antibody secreting plasma cells. We find gene-regulatory chromosome reorganization in late G1 phase before the first division, and that this configuration is remarkably stable as the cells massively and rapidly clonally expand. A second wave of conformational change occurs as cells terminally differentiate into plasma cells, coincident with increased time in G1 phase. These results provide further explanation for how lymphocyte fate is imprinted prior to the first division. They also suggest that chromosome reconfiguration occurs prior to DNA replication and mitosis, and is linked to a gene expression program that controls the differentiation process required for the generation of immunity.

## Abstract (web summary)

During differentiation, chromosome conformation is remodelled to support lineage-specific transcriptional programs. Here, the authors characterise chromosome conformational changes in B lymphocytes as they differentiate into plasma cells, and provide evidence that chromosome reconfiguration occurs prior to DNA replication and mitosis and guides gene expression that controls differentiation.

## Introduction

Extraordinary three-dimensional (3D) genome organization is critical to simply fit complex genomes into the nuclear space. However, this organization also plays a critical role in supporting gene expression. As such, DNA loops formed between gene promoters and distant regulatory elements such as enhancers are critical for the appropriate expression of most genes, while complex genomes are divided into transcriptional units known as topologically associated domains (TADs)^1–3^. Recent work has shown that these chromosome structures can be altered to drive cell type-specific gene-regulatory programs^4–6^. It is unknown how such ornate structure is established and maintained through the rigors of cell proliferation and differentiation while continuing to support cell identity. As such, progression through the cell cycle exposes chromosomes to a number of biophysical challenges, such as DNA replication and mitosis, that potentially impact the architecture required for gene regulation. Recent studies using chromosome conformation capture techniques demonstrated dynamic and cell cycle stage-specific genome organization in cells undergoing normal turnover^7,8^. These studies found that chromosomes become highly condensed in preparation for mitosis, rapidly expand in early G1, before remaining relatively stable until undergoing extensive remodeling during replication^7,8^. However, to date, the dynamics of genome-wide chromosome architecture across cell cycle and division when cells are exposed to differentiation signals are unclear. It has been proposed that DNA replication is a time when chromosome architecture could be remodeled^9–11^. While other groups have suggested that the hours after mitosis represent an opportunity for chromosome reorganization^12–17^.

Naive B cells reside in the secondary lymphoid organs in a quiescent state (G0 of the cell cycle). During the initiation of an immune reaction, they process activation signals from pathogens and immune accessory cells before entering into the proliferative response phase. Compared to time spent in subsequent divisions, the cellular events leading up to the first post-activation division take a relatively long time. Within this first cell cycle after activation, cells spend a majority of time in the G1 phase, prior to shorter times in the S phase, G2 phase, and then mitosis, which occurs ~30 h after the initial stimulus^18,19^. Evidence suggests that fate decisions of T and B lymphocytes are imprinted in this prolonged first post-activation G1 phase and then faithfully transmitted to clonal descendants^19–24^. Subsequently, activated B cells undergo rapid cell proliferation, dividing approximately every 8–10 h, with very short G1 phases. This process of massive and rapid cell proliferation is essential for the clonal expansion that underlies the antigen-specific immune response^25^. These activated B cells differentiate in a division-linked fashion into antibody-secreting plasma cells and also form long-lived memory cells, which are able to rapidly become antibody-secreting cells upon rechallenge^26,27^. A number of recent studies, including our own, have compared the chromatin structure of resting and activated or differentiated B cells and identified large-scale activation-induced changes in 3D genome organization^5,6,28–33^. However, these studies did not investigate when in the developmental process the genome was remodeled.

Here, by performing a fine spatiotemporal analysis of B-cell activation, we reveal that the changes to 3D chromatin structure occur in two discrete windows, associated with prolonged time in the G1 phase of the cell cycle. Overall, we propose that the 3D genome is reconfigured in response to differentiation signals prior to DNA synthesis and mitosis to ensure the implementation of a transcriptional program required for the generation of B-cell immunity.

## Results

### Waves of genome reorganization bookend plasmablast differentiation

Previously, we have found that naive B cells substantially alter their genome organization as they become differentiated plasmablasts^34^. To further understand when these changes arose and their association with transcriptional programs here, we examine naive B cells, B cells immediately following activation with lipopolysaccharide (3 and 10 h post-activation), those just prior to the first division (33 h, imminent division), the massively expanded B-cell population (96 h post-activation) and, finally, terminally differentiated plasmablasts (Fig. 1a and Supplementary Fig. 1A–E). We then used differential RNA-Seq and in situ HiC analyses between activation conditions with two biological replicates per condition (Supplementary Data 1) to reveal gene expression and 3D genome changes, respectively. 

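RNA-Seq covered 12 libraries, with 2 biological replicates for each of 6 stages of mouse splenic B cells. The stages were naive B cells, undivided cells 3, 10 and 33 h after activation with lipopolysaccharide, and a pair of populations sorted on day 4 (96 h). Of that pair, expanded B cells carried CD22 but not CD138, and plasmablasts carried CD138 but not CD22. The authors prepared libraries with a TruSeq kit, aligned the reads to mm10 with Rsubread and counted them on Entrez genes with featureCounts, and the deposited counts are neither normalized nor filtered. The total counts of replicates 1 and 2 were 38319954 and 29898781 in naive cells, 23026619 and 37947217 at 3 h, 47757637 and 37732672 at 10 h, 60585587 and 36194490 at 33 h, 41861977 and 35158294 in expanded B cells, and 32263933 and 39511515 in plasmablasts. The paper states around 25 M (1e6) read pairs per sample, whereas the median total count was 37.8 M, and the values given here rest on these total counts. A count of 0 allows up to 3 counts, which is 0.0495 CPM in the largest library and 0.130 CPM in the smallest, and such limits and intervals cover counting error only. Whether a read pair was counted once or as 2 reads is not stated, and the limits take every count as independent. Mitochondrial, ribosomal RNA, X and Y chromosome genes, variable immunoglobulin segments and IDs without an entry in the annotation table were removed, which left 23700 genes, and filterByExpr kept 12750 of these for testing. Libraries were scaled with the TMM method, and all 12 were fitted together in a one-way layout with robust quasi-likelihood dispersions. A gene was called differentially expressed (DE) where edgeR's glmTreat placed its change beyond 1.5-fold with a Benjamini-Hochberg adjusted p-value under 0.05. Permuting 2 libraries against 2 cannot give a two-sided p below 0.333, so every smaller p-value rests on the spread that the model shares across genes and stages. Across genes, the log2 ratio of the replicates had an SD of 0.30 in expanded B cells, the lowest of the 6 stages, and of 0.53 at 3 h, the highest.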

Transcriptomic analysis, using the quasi-likelihood (QL) framework^35,36^ of edgeR, revealed that the majority of differentially expressed genes (DEs) occur prior to the first division (Fig. 1b, c and Supplementary Fig. 1F, Supplementary Data 2). 

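The leading log2 fold change, the distance plotted in Fig. 1b, averaged 4.73 between naive cells and 3 h, 3.36 between 3 h and 10 h, 3.24 between 10 h and 33 h, 3.12 between 33 h and expanded B cells, and 3.78 between expanded B cells and plasmablasts. Replicates of 1 stage lay 1.14 to 1.75 apart, whereas the closest pair of libraries from consecutive stages lay 2.90 apart. Over the 5 transitions there were 16242 DE calls, and 11561 of them fell at the 3 transitions before the first division. This is a share of 71.2% (95% Wilson interval 70.5% to 71.9%). The interval takes the calls as independent, although genes recur across transitions and neighbouring transitions share libraries, so it does not measure the spread between replicates. Among the alternatives, fitting only the 4 libraries of each comparison moved the share most, to 66.1%. With each gene counted once, 9068 genes were DE at 1 or more transitions, 7904 of them before the first division and 1164 only afterwards. Genes DE both before and after it are counted among the 7904, so this count favours the earlier transitions by construction. From the number of DEs at each transition, the paper concludes that most of them arise before B cells first divide.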

As such, the expression of 5838 genes is significantly altered in the first 3 h post-activation, a further 3963 in the following 7 h, and a further 1877 before the first division. 

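Between naive cells and 3 h, 5774 genes were DE, of which 2674 rose and 3100 fell. By the paper's methods, naive cells were sorted from spleen cells without culture. The 3 h cells were isolated by negative selection, labelled with a dye, cultured and sorted on markers that included CD69. No unstimulated culture is among the 12 libraries, so effects of isolation, culture and sorting are not separated from those of activation. From 3 h to 10 h, 3932 genes were DE, with 2221 up and 1711 down, and from 10 h to 33 h there were 1855, with 1288 up and 567 down. The split at 3 h to 10 h was the one of these 3 that scaling moved most. Library size alone in place of TMM gave 3432 genes up and 1004 down there, with the median change of all tested genes shifted by 0.33 on the log2 scale. Among DE genes with an average log2 CPM of at least 5, the largest rise by 3 h was that of Nfkbiz (Entrez 80859, chromosome 16 of mm10 from 55811375 to 55838954), with a log2 fold change of 8.83 (standard error 0.13, adjusted p = 1.1e-12 from glmTreat). Il2ra (7.44) and Bcl2l1 (6.91) came next. The largest fall was that of Septin9 (Entrez 53860, chromosome 11 from 117199661 to 117362325), at -5.31 (standard error 0.24, adjusted p = 3.3e-09), followed by Hhex (-4.96) and H2-T24 (-4.90), whose reads could be split with other class I histocompatibility genes. By 10 h the largest changes from 3 h were a rise of Gtse1 of 3.83 (standard error 0.34, adjusted p = 7.2e-06) and a change of Nr4a1 of -5.15 (standard error 0.27, adjusted p = 1.1e-06). Acot7 (3.54) also rose at this transition, and Apoe (-4.52) and Rasa3 (-4.40) also fell. Up to 33 h the largest rise was that of Hid1, at 5.86 (standard error 1.04, adjusted p = 4.3e-05), which was 7.35 without 10 h replicate 1. Pclaf (5.20) and Plk1 (5.07, or 4.41 without 33 h replicate 2) came next, while Abca1 (-3.63), Marcks (-2.66) and Ccr7 (-2.24) fell most.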

A comparatively small number of transcriptional changes (1371 DEs) are observed as B cells clonally expand followed by a second wave of transcriptional change (3340 DEs) marking differentiation into plasmablasts. 

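From 33 h to expanded B cells, 1352 genes were DE, 885 of them up and 467 down. DESeq2's Wald test called 895 genes here, and 712 were called where at least 10 counts were required in every library, which left 9963 genes to test. The largest rises were those of Ighg3 (Entrez 380795, chromosome 12 of mm10 from 113357442 to 113361232), with a log2 fold change of 7.42 (standard error 0.24, adjusted p = 1.2e-07 from glmTreat), Ighg1 (6.59) and Jchain (5.32). The gamma constant genes resemble each other closely, so reads could be split between them. Ighd fell most, at -4.10 (standard error 0.26, adjusted p = 1.1e-05), followed by Icosl (-3.86) and Slfn8 (-2.96). Between expanded B cells and plasmablasts 3329 genes were DE, 1776 up and 1553 down. With library size alone in place of TMM the split became 1181 up and 2953 down, and the median change of all tested genes moved by -0.34. Genes of the sorting markers head both directions at this transition. Sdc1, which encodes CD138, rose by 5.01 (standard error 0.22, adjusted p = 1.9e-08), and the change of Cd22 was -7.95 (standard error 0.20, adjusted p = 5.2e-11). Jchain (4.60) and Hid1 (3.57) followed Sdc1, and Kynu (-6.93) was also among the largest falls.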

After determining the HiC libraries were reproducible between biological replicates of the same condition and of sufficient quality (Supplementary Data 1, Supplementary Fig. 1G, H), significant changes in genome organization, or differential interactions (DIs) were determined between samples with the diffHic pipeline^37^. diffHic partitions the genome into bins, counts the number of read pairs mapping to each pair of bins, then tests each bin pair for significant changes in intensity between stages, using the methods in the edgeR package^38^ which incorporate the biological variability into the modeling (Supplementary Fig. 1G, H). In contrast to the pattern of transcriptional change, in situ HiC and diffHic reveal very few genome organizational changes in the first 10 h after activation (Fig. 1d, e). In fact, the major genome organizational changes occur in two distinct waves; the first between 10 and 33 h, prior to the first cell division (10,628 differential interactions; DIs), and the second upon plasmablast differentiation (6784 DIs) (Fig. 1d, e and Supplementary Data 3).

**Fig. 1:**
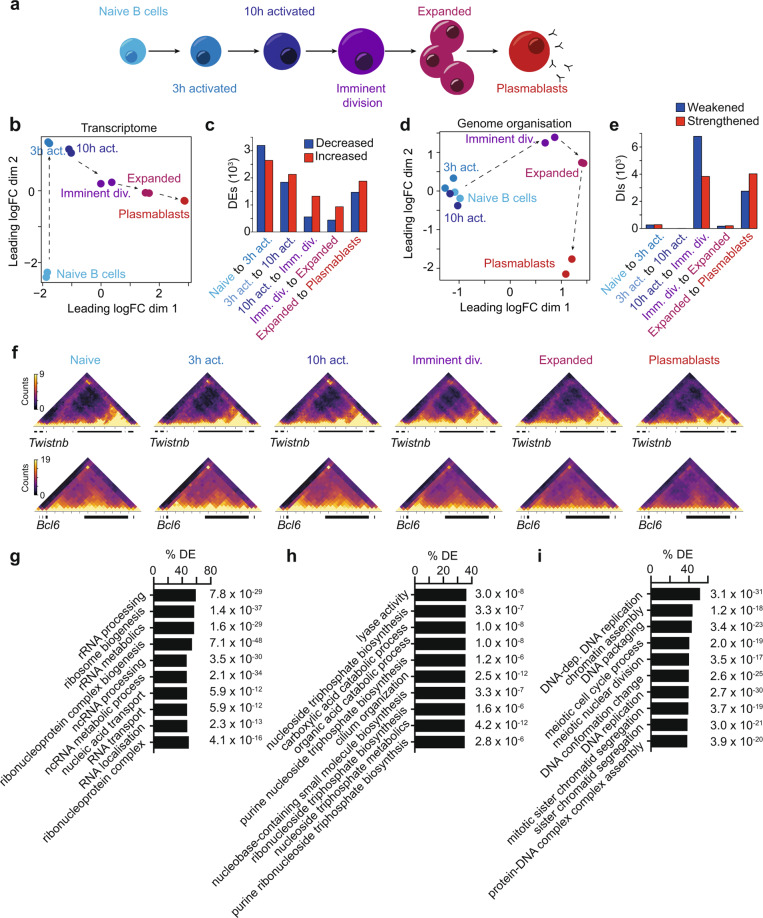
Waves of genome reorganization bookend plasmablast differentiation. **a** Stages of B-cell activation and differentiation. **b** Multidimensional-scaling plot of RNA-seq data of B-cell activation. **c** Numbers of differentially expressed genes between B-cell activation stages calculated with fold changes significantly above 1.5 (Treat FDR < 0.05). Blue indicates a decrease in expression level with activation. Red indicates an increase in expression level with activation. **d** Multidimensional-scaling plot of B-cell activation demonstrating two dominant waves of genome organizational change. **e** Numbers of differential interactions (DIs) between B-cell activation stages. Blue indicates the weakening of organization with activation. Red indicates strengthening of organization with activation. **f** Normalized in situ HiC contact matrices at 50 kbp showing genome organization at the *Twistnb* (chr12:33.2–35.3 Mb) and *Bcl6* (chr16:23.85–25.15 Mb) loci at each stage of B-cell activation. Color scale indicates the number of reads per bin pair. **g** Gene ontological terms with genes increasing in differential expression between the naive and 3 h activated B cells over-represented. Groups ranked according to the percentage of groups genes that are differentially expressed. **h** Gene ontological terms with genes increasing in differential expression between the 3 and 10 h activated B cells over-represented. Groups ranked according to the percentage of genes that are differentially expressed. **i** Gene ontological terms with genes increasing in differential expression between the 10 h activated B cells and those imminently to divide over-represented. Groups ranked according to the percentage of groups genes that are differentially expressed. Source data are provided as a Source Data file.

The 3D structure around the Twistnb gene, which encodes a component of the RNA polymerase I complex, models the first wave of change with structure diminishing in the first wave of organizational change, presumably when the RNA polymerase I complex is no longer required. As such, increased 3D contacts between the Twistnb promoter and distal sites in the genome (potentially enhancer elements) are detected prior to the first activation-induced division but not after (Fig. 1f). In contrast, DNA structure around the Bcl6 gene models the second wave of organizational change, with relatively stable long-range interactions occurring both pre- and post-activation until plasmablast differentiation when this structure is lost (Fig. 1f). The organizational changes around the Bcl6 gene, among others, such as Ebf1, Prdm1, and Id2 (Supplementary Fig. 1I), are linked to their expression pattern, suggesting that chromosome structure potentially has a role in regulating Bcl6 expression, as has been previously suggested in human B cells^29^.

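Expression was computed as RPKM from the deposited counts, with the gene lengths in the deposited table and TMM-scaled library sizes (mean ± SD, n = 2 at every stage). Bcl6 (Entrez 12053, chromosome 16 of mm10 from 23965050 to 23988866) stood at 35.7 ± 4.26 RPKM in naive cells, 49.7 ± 1.62 at 3 h, 18.7 ± 2.12 at 10 h, 8.45 ± 2.06 at 33 h, 1.71 ± 0.0808 in expanded B cells and 2.80 ± 0.162 in plasmablasts. Its fall was DE at each transition from 3 h to the expanded stage, with the largest step at the last of these, a log2 fold change of -2.31 (standard error 0.16, adjusted p = 3.8e-06 from glmTreat). Ebf1 (Entrez 13591, chromosome 11 from 44618100 to 45008096) declined from 83.6 ± 0.589 RPKM in naive cells to 41.7 ± 1.76 at 10 h, 28.1 ± 0.907 in expanded B cells and 11.7 ± 0.547 in plasmablasts. The last of these steps, -1.26 (standard error 0.11, adjusted p = 3.7e-05), was DE, and so was that from 3 h to 10 h, -0.77 (standard error 0.10, adjusted p = 0.047), although this call was lost under 7 of the alternatives, with adjusted p-values from 0.051 to 1. Prdm1 (Entrez 12142, chromosome 10 from 44437174 to 44528558) increased at every stage, from 0.539 ± 0.0906 RPKM in naive cells through 1.53 ± 0.185 at 3 h, 4.86 ± 0.763 at 10 h, 8.95 ± 3.58 at 33 h and 46.5 ± 2.72 in expanded B cells to 111 ± 8.39 in plasmablasts. Its replicates at 33 h lay at 6.42 and 11.5 RPKM, and the step from 10 h to 33 h was not DE, at 0.88 (standard error 0.22, adjusted p = 0.18), except without the filter on low counts (adjusted p = 0.0042), and without 33 h replicate 2 it was 0.40. Id2 (Entrez 15902, chromosome 12 from 25093799 to 25096092) peaked at 3 h, at 32.5 ± 4.44 RPKM against 2.95 ± 0.163 in naive cells, and was lowest in plasmablasts, at 1.93 ± 0.285.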

In addition to identifying highly stage-restricted waves of organizational change, one of which occurs prior to the first cell division, our examination of the 3D structure during B-cell differentiation highlights two points. The first is that given the relative absence of early activation-induced genome organizational changes, the rapid and dramatic transcriptional changes that occur immediately post-activation (Fig. 1b, c) are either driven independently of 3D structure or rely on pre-existing structures. Indeed, analysis of chromatin loops in naive B cells revealed a significant correlation between pre-existing loop structure and gene expression changes 3 h after activation (*p* = 2.46 × 10^−6^) (Supplementary Data 4). 

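The genes called by 3 h changed by a median of 1.60 on the log2 scale in either direction, and 2058 of them had a fitted change of more than 4-fold. For 531 of the genes called a stage had at most 3 counts in both libraries, so that the size of the change is only bounded there. Without a threshold on the fold change, the quasi-likelihood F-test called 9052 genes, 4419 up and 4633 down. Counted by the transition at which a gene was first DE, 5774 genes belong to the first 3 h, 1567 to the interval up to 10 h, 563 to the interval up to 33 h, 362 to expansion and 802 to plasmablast differentiation. A gene DE at several transitions enters only at the earliest, so this count lowers the later numbers by construction. In all, 3329 genes were DE at plasmablast differentiation.

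**Figure D1:**
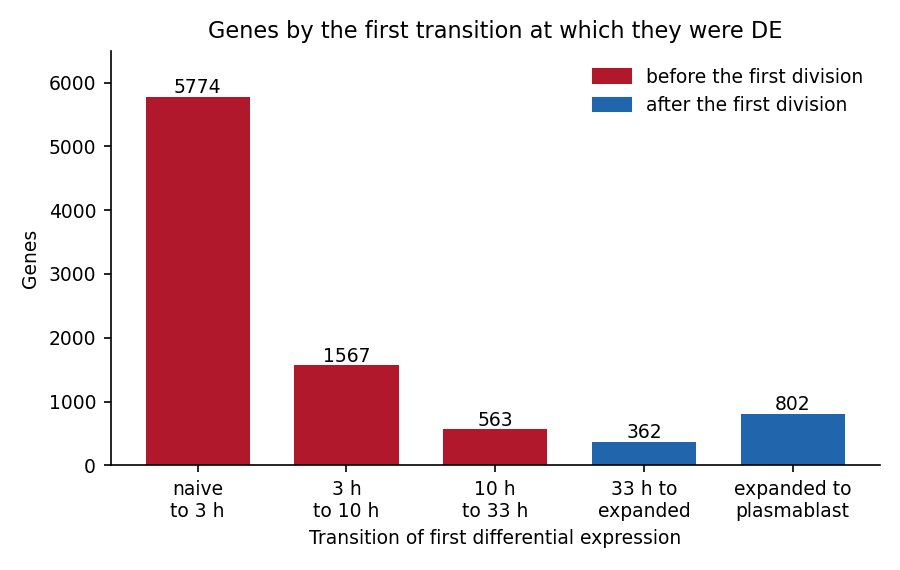
Number of genes (vertical axis, from 0) by the transition at which each gene was first differentially expressed (horizontal axis). Red bars are the transitions before the first division and blue bars those after it, with 5774 genes in the first 3 h and 802 at plasmablast differentiation. A gene differentially expressed at several transitions is counted only at the earliest.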

The lack of early changes in genome organization may be explained by the transcriptional focus of the cell at these times. For example, in the first 3 h post-activation, gene ontological analysis of transcriptional changes (Supplementary Fig. 1J, K) revealed that genes involved in ribosome biogenesis are significantly enriched (Fig. 1g and Supplementary Data 5), likely reflecting the B cells immediate response to activation. 

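As gene ontology terms were not used here, a list of 102 genes of ribosome biogenesis was fixed by name in their place, and 97 of these were tested. Between naive cells and 3 h, 89 of the 97 were DE upwards (91.8%, against 20.4% of the other tested genes), and the same number resulted when p-values were adjusted over the list alone. The median log2 fold change of the list was 1.84, with quartiles of 1.38 and 2.17. limma's fry gave an adjusted p = 7.2e-06 (Benjamini-Hochberg over 55 pairs of list and transition), and Fisher's exact test on the number of genes up gave an adjusted p = 3.4e-49, two-sided. Over the alternatives the adjusted p ran from 9.0e-46 under camera with a preset correlation between genes to 0.19 under camera with an estimated one, and the direction was upwards in each. Without 3 h replicate 2 the median was 1.70, the lowest of the 4 fits that each left out 1 library.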

Between 3 and 10 h, we observed enrichment for metabolic genes (Fig. 1h and Supplementary Data 5), while, of note, the predicted function of the transcriptional changes in the hours just prior to the first cell division include chromatin remodeling and DNA conformation change (Fig. 1i and Supplementary Data 5). 

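Of 69 tested genes on a list for metabolism (ATP synthase, nucleotide synthesis, the citric acid cycle and fatty acid oxidation among others), 27 were DE upwards from 3 h to 10 h (39.1%, against 17.3% of other genes) and 29 when adjusted over the list alone. Their median log2 fold change was 0.60 (fry adjusted p = 4.4e-05). A list for DNA conformation (histone chaperones, condensins, cohesin, topoisomerases and centromere assembly among others) had 40 tested genes. From 10 h to 33 h, 29 of them were DE upwards (31 adjusted over the list alone), with a median of 2.02 (fry adjusted p = 1.4e-05). Subunits of chromatin remodelling complexes had their own list, and none of the 39 tested was DE at this transition (0 at an unadjusted p under 0.05, and 0 adjusted over the list alone). Their median was -0.087 (fry adjusted p = 0.40), and without 10 h replicate 1 it was -0.17. DNA replication genes, set beside these for comparison, had a median of 1.76, with 50 of 53 DE upwards (50 adjusted over the list alone, fry adjusted p = 7.2e-06). Under camera with an estimated correlation, which gave the highest adjusted p of the alternatives for each list, it was 0.43 for metabolism, 0.91 for chromatin remodellers, and 0.074 for both DNA conformation and DNA replication. The lowest values over the alternatives were 5.3e-08, 0.072, 2.6e-45 and 1.8e-70 for metabolism, chromatin remodellers, DNA conformation and DNA replication.

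**Figure D2:**
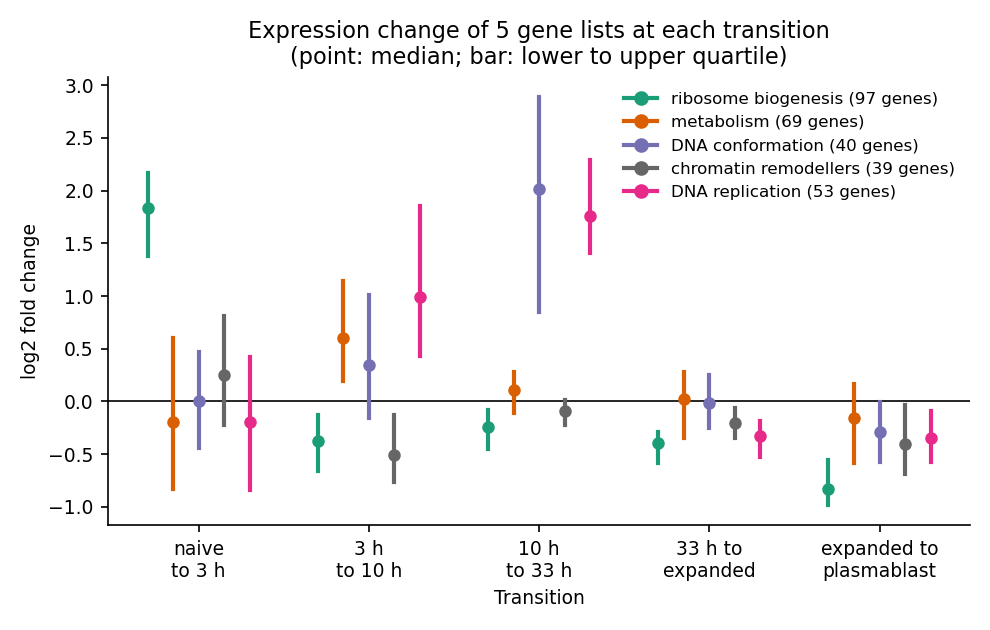
Log2 fold change (vertical axis) of 5 gene lists at each of the 5 transitions (horizontal axis), with the median of the list as a point and a bar from its lower to its upper quartile. Ribosome biogenesis stands highest at naive to 3 h (median 1.84), and DNA conformation (2.02) and DNA replication (1.76) at 10 h to 33 h.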

The second point of interest is the relatively small number of organizational changes that occur as B cells clonally expand (Fig. 1d, e). This suggests that the genomic structures that B cells create prior to the first division are preserved over numerous subsequent divisions and could account for the striking familial symmetry in fates observed by long-term imaging^18,39^. This may reflect the time restrictions imposed by rapid clonal expansion.

### Large genomic structures are altered by early B-cell activation and mitosis

We next examined the impact of B-cell activation on large-scale genome organization. Assigning the genome at each transition into A/B compartments, we find little to no change in large-scale compartmentalization (Fig. 2a and Supplementary Data 6). In contrast, we find significant changes to TAD structure during B-cell differentiation using two independent analysis methods. One uses TADbit^40^ to segment chromosomes into TADs in individual samples while the second uses diffHic to identify putative TAD boundaries that strengthen and weaken between B-cell differentiation stages. diffHic finds TAD boundaries are generally weakened just prior to the first division (Fig. 2b) while TADbit finds that TADs become larger (Fig. 2c) and less numerous (Fig. 2d, e) as a consequence at the same time point. This is likely reflective of the loss of TAD structure known to be associated with chromosome condensation prior to mitosis^7,8^. An examination of individual DIs confirms that it is the longer-range interactions that tend to be weakened prior to the first division (Fig. 2f). A similar, albeit weaker, pattern of diminishing TADs is also observed in the first 3 h after B-cell activation (Fig. 2b–f), possibly reflecting the transcriptional and cellular responses to activation.

**Fig. 2:**
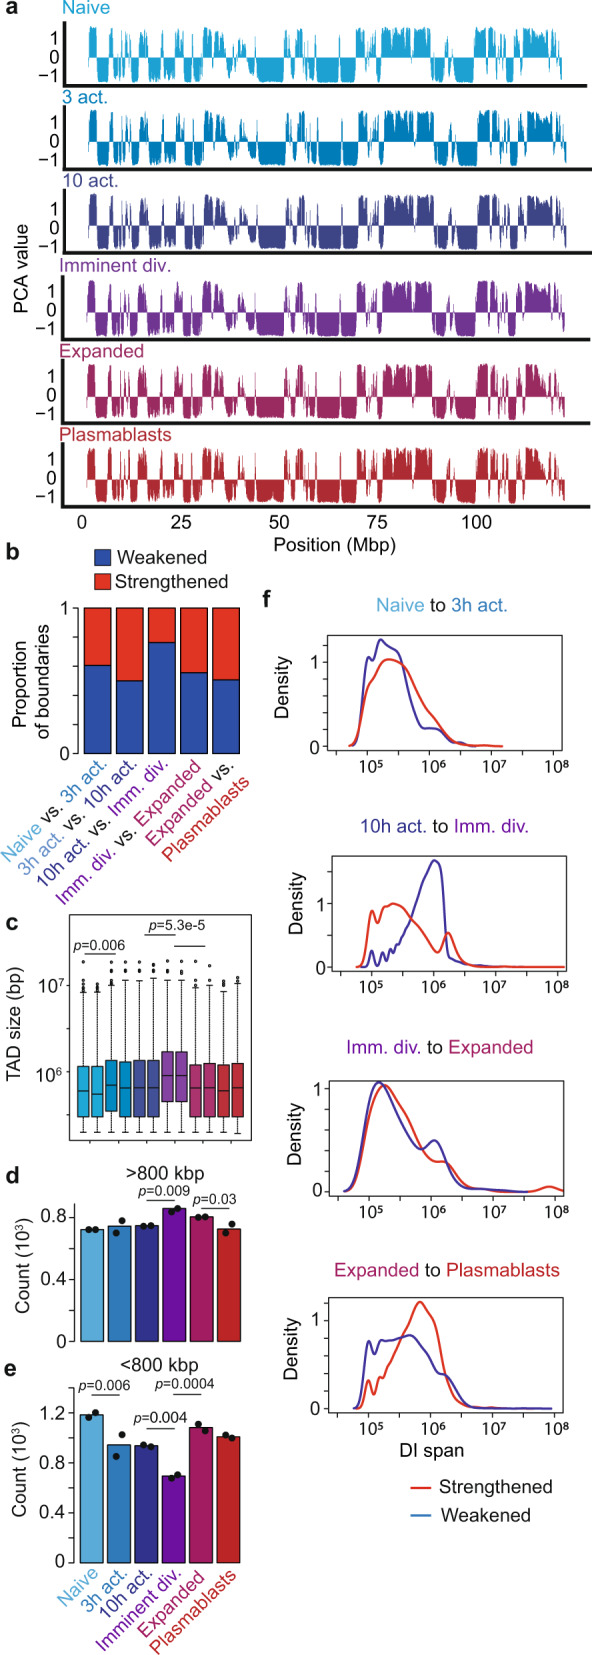
Large genomic structures are altered by early B-cell activation and mitosis. **a** A/B compartmental interaction plots of in situ HiC data of the entirety of chromosome 12 at different B-cell activation stages. 100 kB resolution. **b** Proportion of TAD boundaries strengthening (red) or weakening (blue) at each transition of B-cell activation determined by diffHic. **c** 1–99th percentile boxplot of distributions of TAD size (bp) from replicate libraries called with TADbit at each stage of B-cell activation. A one-way ANOVA was used to determine significance. **d**, **e** Number of TADs detected that are larger (**d**) or smaller (**e**) than 800 kbp at each stage of B-cell activation in two biologically independent libraries. One-way ANOVAs were used to determine significance. **f** Distribution of DI spans (distance between anchors of significance DIs) for strengthened and weakened interactions at each B-cell differentiation transitions during B-cell differentiation (50 kbp resolution). Blue indicates DIs that are weakened (intensity fold-change < 1). Red indicates DIs that are strengthened (fold-change > 1). Source data are provided as a Source Data file.

### Gene promoter interactivity correlates with transcription

To examine the relationship between organizational changes and alterations in gene expression, we developed a promoter-focused strategy to interrogate our organizational data. Put simply, we set a 10 kb window around all protein-coding promoters and identify all DNA–DNA interactions that exist between the promoter and any other genomic region (Fig. 3a). Using the statistical framework of the R package edgeR, we determine significant differences in promoter interactivity between differentiation stages (Supplementary Fig. 2A–D). These significantly altered promoters are known as Differentially Interacting Promoters (DIPs). Simply plotting DIPs between all six stages of B-cell differentiation, we find that DIPs separate the populations similarly to DEs or DIs (Fig. 3b and Supplementary Data 7). Furthermore, examining the distribution of DIPs across all transitions, we find, similar to DIs, they exist in two distinct waves; imminently before the first division and at the final transition to plasmablast (Fig. 3c and Supplementary Fig. 2E, F, Supplementary Data 7). In addition to examining changes at each differentiation transition, we group DIPs based on promoter interaction changes across the six stages of differentiation. This pattern analysis reveals 20 distinct patterns (Supplementary Data 8). However, the majority of DIPs can be grouped into just four patterns; increased or decreased at the imminent division population then remaining unchanged at all further transitions (2838 DIPS), or increased or decreased only upon terminally differentiating into plasmablasts (632 DIPs) (Fig. 3d, e and Supplementary Fig. 2G). Examining our HiC data in this way highlights the stability but also the specificity of gene promoter interactions during B-cell differentiation. 

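Expression of Xbp1, Ciita and Zbtb20 was measured at the same stages. Xbp1 (Entrez 22433, chromosome 11 of mm10 from 5520641 to 5525993), which encodes a transcription factor of the secretory program, had 139 ± 42.0 RPKM at 33 h, 456 ± 42.3 in expanded B cells and 2335 ± 147 in plasmablasts (SD, n = 2). The last of these steps was a log2 fold change of 2.36 (standard error 0.28, adjusted p = 2.6e-04 from glmTreat). Ciita (Entrez 12265, chromosome 16 from 10480014 to 10531064), the activator of class II histocompatibility genes, fell at a pair of transitions far apart. It went from 135 ± 3.45 RPKM in naive cells to 23 ± 7.76 at 3 h, a change of -2.55 (standard error 0.22, adjusted p = 6.5e-06), and from 28.2 ± 3.32 in expanded B cells to 0.822 ± 0.111 in plasmablasts, a change of -5.11 (standard error 0.27, adjusted p = 1.8e-07). Zbtb20 (Entrez 56490, chromosome 16 from 42875689 to 43634392) was low throughout, at 1.92 ± 0.276 RPKM in expanded B cells and 0.809 ± 0.113 in plasmablasts, with 65 and 66 counts in the plasmablast libraries. Its change at that transition was -1.26 (standard error 0.30, adjusted p = 0.028), and it was not DE in DESeq2's Wald test (adjusted p = 0.27). The preceding change from 33 h, 0.54 (standard error 0.28), was not DE.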

Examining the interactivity of key B-cell genes, we find interactivity reflects expression (Fig. 3f). For example, similar to their patterns of expression, the promoters of Prdm1 and Ell2 show increasing levels of interaction as B-cell differentiation progresses. Conversely, the promoters of Bcl6, Myc, Id2, Pax5, and Bach2 show marked loss of interactions at the plasmablast stage, showing striking similarity to their patterns of expression (Fig. 3f). 

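Ell2 (Entrez 192657, chromosome 13 of mm10 from 75707484 to 75772361) had 9.52 ± 0.349 RPKM in naive cells, 24.0 ± 7.85 at 3 h, 9.52 ± 0.212 at 10 h, 19.9 ± 6.71 at 33 h, 49.7 ± 5.83 in expanded B cells and 197 ± 1.57 in plasmablasts (SD, n = 2). Its course therefore included a fall from 3 h to 10 h that was DE, with a log2 fold change of -1.33 (standard error 0.23, adjusted p = 0.0055 from glmTreat). The rise to 33 h, 1.06 (standard error 0.23, adjusted p = 0.06), was not DE, but it was without the filter on low counts, without robust dispersions, and with ribosomal protein genes removed too (adjusted p-values of 3.6e-06, 0.045 and 0.046). Without 33 h replicate 2 it was 0.67. The rises into the expanded and plasmablast stages were 1.33 (standard error 0.23, adjusted p = 0.013) and 1.99 (standard error 0.22, adjusted p = 1.7e-04). Prdm1 rose from expanded B cells to plasmablasts by 1.26 (standard error 0.21, adjusted p = 0.0064), and with library size alone in place of TMM this was not DE (adjusted p = 0.061).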

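Between expanded B cells and plasmablasts, 3 of these 5 genes were DE downwards. Pax5 (Entrez 18507, chromosome 4 of mm10 from 44524748 to 44710694) went from 76.3 ± 1.21 to 6.98 ± 0.788 RPKM (SD, n = 2), and Bach2 (Entrez 12014, chromosome 4 from 32238413 to 32586109) from 6.77 ± 0.0909 to 2.66 ± 0.375 RPKM, a log2 fold change of -1.35 (standard error 0.19, adjusted p = 0.0017 from glmTreat). The change of Id2 was -2.18 (standard error 0.21, adjusted p = 9.1e-06). Myc (Entrez 17869, chromosome 15 from 61985341 to 61990361) changed little at this transition, from 38.6 ± 1.69 to 31.0 ± 5.68 RPKM, or -0.32 (standard error 0.12, adjusted p = 1), which was -0.49 without plasmablast replicate 2 and -0.11 without replicate 1. Its decline came earlier, after a peak of 770.1 ± 91.2 RPKM at 3 h, to 139 ± 0.890 at 10 h and 76.3 ± 3.04 at 33 h. Bcl6 was low at both stages and moved upwards by 0.71 (standard error 0.17, adjusted p = 0.27), a change that was called only without a threshold on the fold change (adjusted p = 0.0037 from the quasi-likelihood F-test).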

A broader analysis of gene ontology of DIP genes, both at each transition and within dominant patterns of change, finds that the related biological processes fit with those associated with the particular stage of differentiation (Supplementary Data 9 and 10). For example, promoters that showed significant and stable increases in the interaction between 10 h post-activation though prior to the first division associate with cell cycle and B-cell proliferation, among others.

**Fig. 3:**
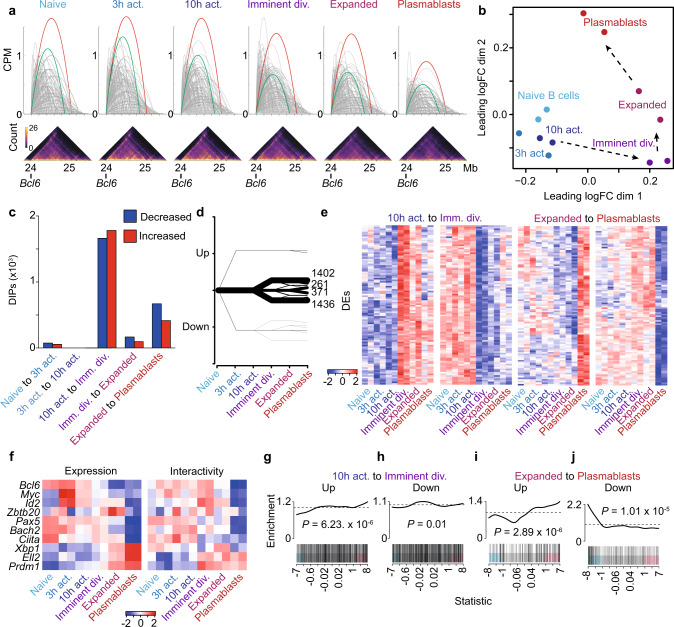
Gene promoter interactivity reveals a direct link between reorganization and transcription. **a** Schematic showing how a promoter interaction count is determined. Each interaction with the *Bcl6* promoter is shown as an arc. The sum of these interactions in counts per million (CPM) is the promoter interaction count. The red and green arcs show select interactions that represent dominant looping interactions. Below are the corresponding raw in situ contact matrices (10 kbp resolution). Color scale indicates the number of reads per interaction. **b** Multidimensional-scaling plot of the filtered and normalized logCPM values for interacting promoters during B-cell activation. **c** Bar plot showing the number of differentially interacting promoters (DIPs) between each transition of B-cell activation. Blue indicates decreased interactivity. Red indicates increased interactivity. **d** Plot showing the patterns of change and numbers of DIPs during B-cell activation. Line thickness represents the number of DIPs in each pattern. **e** Heatmap of logCPM of the top 100 DIPs by false discovery rate in patterns of change in DIPs. The patterns shown represent the two dominant waves of organizational change, either exclusively increasing or decreasing at the 10 h activation to imminent division transition or the expanded to plasmablasts transition. **f** Heatmaps showing a change in expression (logRPKM) and change in promoter interactions (logCPM) in key B-cell differentiation genes across B-cell activation. **g** Barcode enrichment plot showing the correlation between promoters that significantly increase in promoter interactions as B cells prepare to divide (10 h activation to imminent division) with increases in gene expression at the same transition (Fig. 1). Genes are ordered on the plot from right to left (*x* axis) from most upregulated to most downregulated according to the moderated *F*-statistic. *p*-value was calculated with the fry test. **h** Barcode enrichment plot showing the correlation between promoters that significantly decrease in promoter interactions as B cells prepare to divide (10 h activation to imminent division) with decreases in gene expression at the same transition (Fig. 1). Genes are ordered on the plot from right to left (*x* axis) from most upregulated to most downregulated according to the moderated *F*-statistic. *p*-value was calculated with the fry test. **i** Barcode enrichment plot showing the correlation between promoters that significantly increase in promoter interactions as B cells differentiate into plasmablasts (expanded to plasmablast) with increases in gene expression at the same transition (Fig. 1). Genes are ordered on the plot from right to left (*x* axis) from most upregulated to most downregulated according to the moderated *F*-statistic. *p*-value was calculated with the fry test. **j** Barcode enrichment plot showing the correlation between promoters that significantly decrease in promoter interactions as B cells differentiate into plasmablasts (expanded to plasmablast) with decreases in gene expression at the same transition (Fig. 1). Genes are ordered on the plot from right to left (*x* axis) from most upregulated to most downregulated according to the moderated *F*-statistic. *p*-value was calculated with the fry test. Source data are provided as a Source Data file.

While select genes appear to show a positive association between expression and organization, expanding our analysis to include all genes reveals a significant correlation between the DIPs at the two major waves of promoter interaction change and expression of the associated genes (Fig. 3g–j). For example, genes that increase expression between 10 h post-activation but prior to the first division are significantly correlated with DIPs that also increase. 

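Expression was set against the paper's lists of promoters whose interactivity changed only from 10 h to 33 h (Supplementary Data 8). Of 1402 genes with increased interactivity, 948 were tested. At this transition 12.4% of them were DE upwards and 2.64% downwards, against 9.91% and 4.59% of the other tested genes (Fisher's exact test, two-sided, p = 0.016 for the share up and p = 0.0040 for the share down). The median log2 fold change was 0.0055, with quartiles of -0.28 and 0.47, and without 33 h replicate 2 it was -0.0057. limma's fry gave the direction up, with an adjusted p = 3.9e-05 over the 4 lists tested and an unadjusted p-value of 2.9e-05. camera, which ranks the list against all other genes, gave unadjusted p-values of 0.23 with a preset correlation between genes and 0.19 with an estimated one. Of 1436 genes with decreased interactivity, 1058 were tested. They had a median of -0.036, and 10.7% were DE upwards and 4.16% downwards, against 10.0% and 4.47% of the others (Fisher's exact test, two-sided, p = 0.52 and p = 0.70). For these genes the direction from fry was also up (adjusted p = 0.016). Over the alternatives, the unadjusted p-value of this list ran from 3.2e-04 with DESeq2's size factors to 0.98 with library size alone.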

The same pattern is observed in DEs during plasmablast differentiation (Fig. 3i, j).

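For plasmablast differentiation, the paper's lists hold 261 promoters with interactivity increased only at this step and 371 with interactivity decreased only at it, of which 102 and 312 had a gene that was tested. Genes on the first list had a median log2 fold change of 0.19, or 0.26 with genes of at most 3 counts at a stage set to their bound. Of these genes 19.6% were DE upwards, against 13.9% of the other genes (Fisher's exact test, two-sided, p = 0.11), and the direction from fry was up (adjusted p = 6.2e-06). With library size alone in place of TMM, the median of this list became -0.061 and the direction from fry down, with an unadjusted p-value of 0.82. Genes on the second list had a median of -0.27, and 27.9% of them were DE downwards against 11.8% of the others (Fisher's exact test, two-sided, p = 3.0e-14), with the direction from fry down (adjusted p = 1.5e-05). In this list 10.3% of the genes were DE upwards, against 14.0% of the others.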

### Identifying transcription factor motifs that are associated with the reorganization of the genome during B-cell differentiation

A number of groups have used gene-regulatory networks to understand the DNA-binding transcription factors that govern B-cell development and differentiation^27,40–42^. More recent work has also defined the gene-regulatory network in the context of the 3D genome in activated B cells^30^. To continue to catalog the DNA-binding proteins within the 3D genome throughout B-cell differentiation, we determined the prevalence on DNA-binding motifs of expressed transcription factors (>1 RPKM) within the distant regions that interact with DIPs, relative to long-range interacting elements that are not differential during B-cell differentiation.

This analysis revealed the motifs of 160 transcription factors enriched within DIPs across B-cell differentiation (*p*-value < 0.05, adjusted for multiple tests using a Bonferroni correction) (Supplementary Data 11), hinting that many more transcription factors than previously demonstrated may regulate immune cell gene expression and these changes are linked to alterations in 3D genome organization^34,43^. These include factors known to regulate B-cell differentiation (Pax5, Bach2, Irf4, Irf8, and Blimp1) (Fig. 4a). Seventeen of these transcription factor motifs are enriched in DIPs at only one transition of B-cell differentiation (Fig. 4b–d), suggesting they may perform a stage-specific function. For example, consistent with its known function as a regulator of B-cell proliferation^44^, the motif of Hif1a is specifically enriched in DIPs with decreasing interactivity just prior to the first division. 

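Supplementary Data 11 names 167 transcription factors, whereas the paper's text gives 160. The paper searched for motifs in distal regions that contact the promoters, not in the promoters themselves. The legend of Fig. 4 limits its panels to motifs of promoters that change exclusively at a transition. Some of the 167, Ahr, Crem and Jund among them, were marked for none of the patterns of this kind read here. Whether such factors account for the difference was not tested. All 167 were used here. A gene for each was found among the deposited counts and tested. Each of the 167 had a mean above 1 RPKM in at least 1 of the 6 stages, as did 10848 of the 12750 tested genes, and 144 were above 1 RPKM in every stage. At 1 or more of the 5 transitions, 126 of the factors were DE.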

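Prdm1, the gene of Blimp1, was DE upwards from 33 h to expanded B cells, with a log2 fold change of 2.38 (standard error 0.21, adjusted p = 7.9e-05 from glmTreat). Counts on the gene rose from 1914 and 2070 in the 33 h libraries to 8301 and 9163 in the libraries of expanded B cells.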

As B cell clonally expand and begin the process of differentiation, we find that the motif of Prdm1 (Blimp1), consistent with its expression pattern (Supplementary Data 4) and known role as a repressor of B-cell genes^45,46^ is enriched specifically in DIPs with decreasing interactivity (Fig. 4c).

**Fig. 4:**
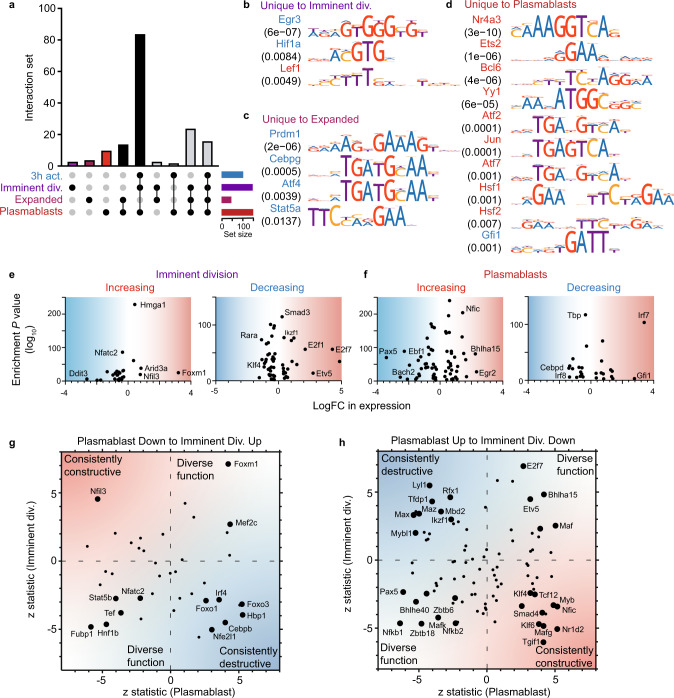
Numerous transcription factors regulate B-cell differentiation via 3D genome organization. **a** Upset plot showing shared and unique enriched motifs in DIP patterns that are exclusively increasing or decreasing at the transitions. The vertical bars indicate the number of motifs shared between the patterns and the black dots indicate the patterns shared. The horizontal bars denote the number of motifs enriched in the pattern. **b** Motifs enriched uniquely in the exclusively increasing or decreasing 10 h activation to imminent division DIP patterns ranked by adjusted *p*-value. The color of the motif indicates whether it was enriched in the increasing (red) or decreasing (blue) DIPs pattern. **c** Motifs enriched uniquely in the exclusively increasing or decreasing imminent division to expanded patterns ranked by adjusted *p*-value. **d** Motifs enriched uniquely in the exclusively increasing expanded to plasmablasts patterns ranked by adjusted *p*-value. **e** The adjusted *p*-value (−log10) of the motifs enriched in the exclusively increasing or decreasing 10 h activation to imminent division DIP patterns plotted as a function of logFC of expression at that transition. Blue shading represents decreased expression, red represents increased expression. **f** The adjusted *p*-value (−log10) of the motifs enriched in the exclusively increasing or decreasing expanded to plasmablasts DIP patterns plotted as a function of logFC of expression at that transition. Blue shading represents decreased expression, red represents increased expression. **g** The *z*-statistic of expression for the 10 h activation to imminent division transition plotted against the *z*-statistic of expression for the expanded to plasmablasts. The genes plotted correspond to motifs enriched in the exclusively increasing 10 h activation to imminent division DIP pattern and exclusively decreasing expanded to plasmablasts DIP pattern. Labeled genes are significant in both transitions (FDR < 0.05). Blue shading represents potentially destructive factors, red represents potentially constructive factors. **h** The *z*-statistic of expression for the 10 h activation to imminent division transition plotted against the *z*-statistic of expression for the expanded to plasmablasts. The genes plotted correspond to motifs enriched in the exclusively decreasing 10 h activation to imminent division DIP pattern and exclusively increasing expanded to plasmablasts DIP pattern. Labeled genes are significant in both transitions (FDR < 0.05). Blue shading represents potentially destructive factors, red represents potentially constructive factors. Source data are provided as a Source Data file.

To further explore the potential function of the DIP-associated transcription factors, we examined their expression level alongside their motif association with increased or decreased interactivity (Fig. 4e, f). We hypothesize that transcription factors with increased expression at a transition where their motif is enriched in DIPs with increasing interactivity are likely transcriptional activators. Conversely, factors that decrease in expression at a transition but with enriched motifs in increasing DIPs are possibly functionally repressive. This analysis identifies numerous putative activators and repressors that function during the two major waves of organizational change (Fig. 4e, f). For example, we find that Foxm1 increases in expression and motif association with increased DIPs just prior to the first division. This is consistent with its known role as a positive regulator of cell division in B cells^47^. Conversely, the transcriptional repressor Gfi1^48^ is upregulated and specifically motif enriched in DIPs with decreasing interactivity as B cells differentiate (Fig. 4f).

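Factors are grouped here by the promoters whose distal contacting regions were enriched for their motifs. For promoters of increasing interactivity at 10 h to 33 h there were 45 factors. Of these, 5 rose and 21 fell in expression at that transition by the quasi-likelihood F-test at any fold change (adjusted p-value under 0.05). Among the 99 factors of decreasing promoters there, 19 rose and 35 fell. From expanded B cells to plasmablasts, 33 of the 108 factors of increasing promoters rose and 39 fell, while for the 42 factors of decreasing promoters the numbers were 13 and 16. With the 1.5-fold threshold of glmTreat, 1 factor of increasing promoters was called up and 5 were called down at 10 h to 33 h, against 8 up and 7 down of decreasing promoters. From expanded B cells to plasmablasts these calls were 10 up and 17 down for increasing promoters, and 6 up and 7 down for decreasing ones.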

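Foxm1 (Entrez 14235, chromosome 6 of mm10 from 128362994 to 128375886) went from 2.19 ± 0.239 RPKM at 10 h to 20.0 ± 1.82 at 33 h (SD, n = 2), a log2 fold change of 3.18 (standard error 0.11, adjusted p = 3.5e-09 from glmTreat). It stood at 2.45 ± 0.0172 RPKM in naive cells and 4.31 ± 0.352 at 3 h, so the rise before division was larger than the earlier changes and the SD of the replicates.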

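Gfi1 (Entrez 14581, chromosome 5 of mm10 from 107716655 to 107725805) had between 0.635 ± 0.15 RPKM, at 33 h, and 1.51 ± 0.287 RPKM, at 3 h, over the 5 stages before plasmablasts, and 8.62 ± 0.874 RPKM in plasmablasts (SD, n = 2). The last step was a log2 fold change of 2.74 (standard error 0.20, adjusted p = 6.6e-07 from glmTreat), on 624 and 649 counts in the plasmablast libraries.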

E2f7 and Pax5 are two other TFs that show large changes in an expression just prior to cell division and plasmablast differentiation, respectively. These transcription factors are known to perform diverse stage-specific functions during B-cell differentiation, with E2f7 a well-known repressor of cell cycle early in B-cell differentiation^49^ and Pax5 known to activate B-cell-specific genes while repressing plasma cell genes^40^. 

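E2f7 (Entrez 52679, chromosome 10 of mm10 from 110745439 to 110787384) went from 0.163 ± 0.0426 RPKM at 10 h, on 35 and 40 counts, to 3.11 ± 0.112 at 33 h (SD, n = 2), a log2 fold change of 4.27 (standard error 0.19, adjusted p = 4.4e-09 from glmTreat). The change of Pax5 from expanded B cells to plasmablasts was -3.45 (standard error 0.19, adjusted p = 8.6e-08).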

To explore potential diversity or consistency of stage-specific function in the motif-enriched TFs during B-cell differentiation, we compared the transcription factors expression changes as B cells prepare to first divide and then to differentiate (Fig. 4g, h). Again, assuming that increased expression associated with the presence of a TF motif in DIPs indicates a potential role as an activator, we find a pattern that suggests transcription factors can be consistently associated with activation, repression, or both. 

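For each factor, the p-value of edgeR's quasi-likelihood F-test was turned into a z score that carries the sign of the change. E2f7 had a z score of 6.87 at 10 h to 33 h and of 2.49 from expanded B cells to plasmablasts, and so rose at both, although its second change was small, with a log2 fold change of 0.40 (standard error 0.14, adjusted p = 0.025). Pax5 had z scores of -2.42 and -6.19, and its first change was -0.46 (standard error 0.16, adjusted p = 0.037), which was -0.25 without 33 h replicate 2 and -0.70 without 33 h replicate 1.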

As expected, Pax5 and E2f7 display these dual associations (Fig. 4g, h). However, consistent with their known functions, factors such as Rfx1 and Irf4 are consistently associated with repression^50,51^ while factors such as Klf4 are consistently associated with activation^52,53^ (Fig. 4g, h). 

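For 41 factors, motifs were enriched in regions contacting promoters that increase in interactivity at 33 h and promoters that decrease at plasmablast differentiation. Of these 41, 16 changed at both transitions in the quasi-likelihood F-test (adjusted p-value under 0.05). Of these, 2 rose at both, 1 rose and then fell, 7 fell and then rose, and 6 fell at both. For 97 factors, such promoters decreased first and increased later. Of these 97, 38 changed at both transitions, with 4, 11, 11 and 12 in the same order. With library size alone in place of TMM, 7 of the latter fell and then rose and 24 fell at both. Rfx1 (Entrez 19724, chromosome 8 of mm10 from 84063564 to 84097001) had a z score of 4.53 at 10 h to 33 h and of -2.89 at plasmablast differentiation. Irf4 (Entrez 16364, chromosome 13 from 30749233 to 30766981) went the other way, with z scores of -2.87 and 3.44. Klf4 (Entrez 16600, chromosome 4 from 55527137 to 55532475) had z scores of -2.43 and 3.12 on few reads, with 14 to 40 counts per library after 3 h. The paper reads such signs together with whether the promoters tied to the motif increase or decrease in interactivity. That direction is not given here for Rfx1, Irf4 and Klf4, so their z scores alone neither back nor oppose the paper's reading. None of the changes of Rfx1 and Irf4 at these transitions passed the 1.5-fold threshold of glmTreat, apart from the later rise of Irf4 where only the 4 libraries compared were fitted (adjusted p = 0.023). For Klf4 the later change passed it, with a log2 fold change of 1.60 (standard error 0.42, adjusted p = 0.024), but not with library size alone, the newer quasi-likelihood method of edgeR or DESeq2's Wald test (adjusted p-values of 0.063, 0.05 and 0.083).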

To further explore the association of Irf4 with repression, we overlaid chromatin-immunoprecipitation (ChIP) data for Irf4 in activated B cells and plasma cells^46^ with DIPs at these transitions. We find that Irf4 binding sites are significantly enriched within the regions that interact with the promoters of genes with decreased interactivity compared to those with increased interactivity, at both transitions (*p* = 1.75 × 10^−31^ and *p* = 3.67 × 10^−30^, respectively). Similarly, ChIP data for Blimp1 binding in plasmablasts^45^ finds Blimp1 significantly enriched (*p* = 3.83 × 10^−35^) in the regions of the genome that link with the promoters of genes with decreased interactivity, compared to those with increased interactivity. Thus, consistent with our association analyses and those of others, the presence of Irf4 or Blimp1 within promoter interacting regions significantly increases the chance that these structures are altered.

Taken together these analyses suggest that overlays of transcription factor expression data and genome organizational data can be used to reveal further TFs that may influence B-cell activation and differentiation.

### Genome organizational changes before the first division occur prior to DNA synthesis

Our data identifies that the genome architecture that defines the clonally expanded population is established prior to the first mitosis. However, it not clear if this genome reorganization occurs throughout interphase or at a specific stage of the cell cycle. To address this issue, we utilized the Fluorescent Ubiquitination-based Cell Cycle Indicator (FUCCI) system^54^ to isolate imminently dividing B cells specifically in the G1 stage of the cell cycle (Fig. 5a and Supplementary Fig. 3A). While imminently dividing, these cells are yet to enter the DNA synthesis phase. Using a DIPs analysis to compare this pre-S phase population to the bulk imminently dividing B cells and other stages of differentiation allows greater dissection of the contribution of cell-cycle dependent changes on the observed DIs. In doing so, we find that the majority of the organizational changes that occur prior to the first division occur prior to S-phase (Fig. 5b, c and Supplementary Data 12), demonstrating that genome reorganization occurs prior to DNA synthesis.

**Fig. 5:**
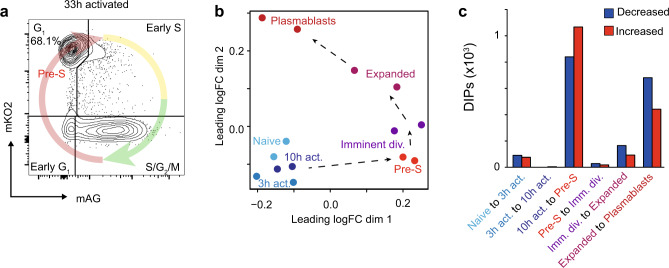
Genome organizational changes occur prior to DNA synthesis. **a** Flow cytometry plot of G_1_ stage FUCCI B cells that were flow cytometry purified by monomeric Kusabira Orange 2 (mKO2) and monomeric Azami Green (mAG) expression just prior to the first division (33 h). **b** Multidimensional-scaling plot of the filtered and normalized logCPM values for interacting promoters during B-cell activation with Pre-S samples included. **c** Bar plot showing the number of differentially interacting promoters (DIPs) between each transition of B-cell activation with Pre-S samples included. Blue indicates decreased promoter interactions. Red indicates increased promoter interactions. Source data are provided as a Source Data file.

### Major genome organizational change transitions associate with prolonged time in the G1 phase

Given that the first wave of genome reorganization occurs in a prolonged G1 phase of the cell cycle, we next examine whether the second wave of organizational change is associated with a prolonged G1 phase. As such, using the FUCCI system to examine the final stage of B-cell differentiation, we find that as B cells prepare to differentiate into plasmablasts (day 3 of differentiation versus day 5) a greater proportion are found in G1, consistent with spending increasing amounts of time at this stage of the cell cycle (Fig. 6a). In contrast, once differentiated, plasmablasts appear to spend significantly less time in G1 (Fig. 6b and Supplementary Fig. 3B). Thus, again we observe a naturally prolonged G1 phase associated with major genome organizational change. Given this association, we next test whether artificially lengthening particular phases of the cell cycle could promote differentiation (Fig. 6c). We show that treatment of CD40L/IL-4 stimulated Blimp1-GFP naive B-cell cultures with Purvalonol A (a cyclin-dependent kinase inhibitor that prolongs the G1 phase of the cell cycle^55^) drives significantly more plasmablast differentiation than treatment with l-mimosine [an l-alpha-amino acid that disrupts DNA synthesis and prolongs the S phase of the cell cycle^56^] or no treatment (Fig. 6d, e). These results are in line with our previous data^57^ and supports the idea that the time spent in the G1 phase of the cell cycle might be limiting and particularly important to allow cell fate decisions and genome organizational changes to occur.

**Fig. 6:**
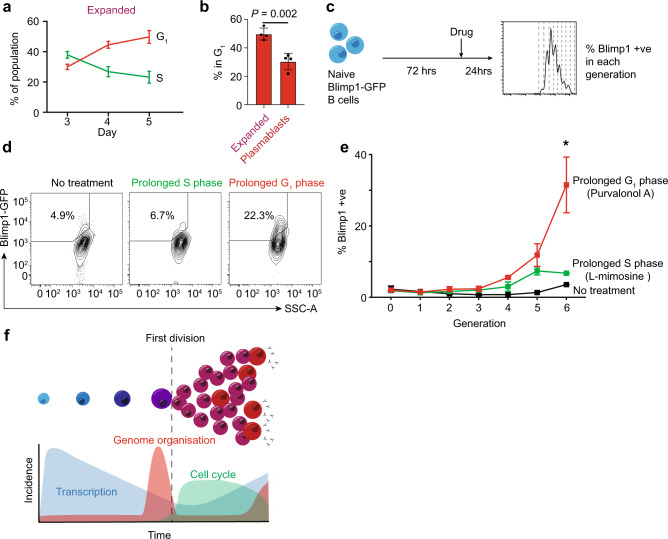
Major genome organizational change transitions associate with prolonged time in G_1_ phase. **a** The percentage of the expanded B-cell population in the G_1_ or S phase of the cell cycle, as determined by FUCCI, at days 3, 4, and 5 of culture. Mean ± standard deviation from 4 independent experiments is shown. **b** The percentage of the expanded and plasmablast population in the G_1_ phase of the cell cycle, as determined by FUCCI, at day 5 of culture. The data were using an unpaired two-tailed Student’s *t*-test with Welch’s correction. Mean ± standard deviation from 4 experiments is shown. **c** Schematic of the experimental set-up for cell cycle manipulations. **d** Flow cytometry plots showing Blimp-GFP B cells cultured with l-mimosine (prolonged S phase), Purvalonal A (prolonged G1 phase) for 24 h or no treatment. Gate and percentage show the percentage of differentiated plasmablasts (Blimp+ve) within generation 6 of the culture. **e** Percentage of plasmablasts (Blimp+ve) within each generation of the Blimp-GFP B-cell 4-day cultures when treated with Purvalonal A (prolonged G1 phase), l-mimosine (prolonged S phase), or no treatment. The data were analyzed using a two-way ANOVA. Mean ± SD from 4 experiments is shown. **f** Model of relationship between transcription, genome organization, and cell cycle. Source data are provided as a Source Data file.

## Discussion

B-cell differentiation into antibody-secreting plasma cells is governed by a complex gene-regulatory network^27,58^, epigenetic modifications to chromatin^59–61^and accompanied by large-scale changes in 3D genome organization^31,62,63^. Given the transcriptional dynamics and a large number of cell divisions that B cells undertake it was conceivable that the genome would be progressively remodeled throughout the differentiation process, as has been previously suggested from chromatin accessibility data^61^. However, by performing a detailed spatiotemporal analysis of activation-induced B-cell differentiation, here we reveal that the changes to 3D chromatin structure occur almost exclusively in two waves, prior to the first cell division, which is maintained during subsequent proliferation and clonal expansion, and the second during later differentiation into plasmablasts. Such information not only provides valuable insights into the transcriptional regulation of cellular differentiation but also reveals how immune responses develop and may reveal potential strategies to modulate immunity.

Over the past two decades, a groundswell of evidence has demonstrated that lymphocyte fate decisions are imprinted within a day of antigen exposure, likely prior to the first division^19–24,64–67^. The data presented herein provide a genome-level explanation as to how this could occur. We show that alterations in gene-regulatory chromosome conformation that occur prior to the first cell division and are largely maintained through multiple divisions as the cells clonally expand (see model in Fig. 6f), consistent with high levels of clonal symmetry^18,39^. Our data also suggests that the rapid cell cycle associated with shortened G1 phase might be possible with little genome restructuring, enabling cells to focus on expanding prior to differentiation during the second wave of reorganization that is linked to increased time in G1 (Fig. 6).

Two seminal studies have established when and how the 3D genome is altered during the cell cycle progression of cells undergoing normal turnover^7,8^. These studies observed major alterations in chromosome structure during DNA synthesis and in preparation for mitosis but left open the question of when the genome was restructured during the process of activation-induced differentiation. To address this question, using B-cell activation and differentiation as a model, we revealed a spatiotemporal separation of gene-regulatory chromosome reorganization which occurred in mid-late G1, prior to DNA replication and mitosis. It has previously been considered that DNA synthesis provided an opportunity to remodel gene structure^10,68–70^, or that chromosome rewiring to support gene expression during differentiation would occur after mitosis when chromosomes decondensed in early G1^14^. Overall, we propose that genome reconfiguration is partitioned from the demanding processes of DNA replication and mitosis to ensure the safe implementation of a gene-regulatory program required for the generation of cellular immunity.

## Methods

### Mice

Experiments were performed on male animals 6–12 weeks of age on a C57BL/6 Pep3b background. Blimp-GFP and FUCCI transgenic mice were described previously^54,71,72^. All mice were maintained at The Walter and Eliza Hall Institute Animal Facility under specific-pathogen-free conditions, ambient temperature between 22–24 °C, humidity 40–60%, and light/dark cycle of 12 h/12 h. All males were randomly chosen from the relevant pool. All experiments were approved by The Walter and Eliza Hall Institute Animal Ethics Committee (#2016-003) and performed under the Australian Code for the care and use of animals for scientific purposes. Results were analyzed without blinding of grouping. Antibodies used in this study can be found in Supplementary Data 13.

### B cells activation and differentiation

B lymphocytes were cultured in RPMI 1640 with 2 mM GlutaMAX, 50 μM β-mercaptoethanol, and 10% heat-inactivated fetal calf serum (FCS). Splenocytes were obtained from male C57BL/6 mice with red cell lysis and naive resting B cells (TCRβ^−^CD19^+^B220^+^IgM^+^ IgDhi) were sorted on BD FACS Aria III. Naive resting B cells were activated after isolation via negative selection (Miltenyi, 130-090-862). Isolated cells were labeled with 10 μM CellTrace Violet (CTV, Invitrogen), then cultured at a density of 1 × 10^6^ cells/ml and stimulated with 25 μg/ml lipopolysaccharide (LPS) (Salmonella typhosa origin, Sigma). Activated but undivided cells (TCRβ^−^CD19^+^CD69^+^CTVhighest) were stained and sorted at the corresponding time point. FUCCI B cells were processed as above, except sorted as CD19^+^CD69^+^CTVhighest mAG- mKO2hi at 33 h post-stimulation. For long-term activation, negatively isolated B cells were cultured at a density of 1 × 10^5^ cells/ml and stimulated with 25 μg/ml LPS. Expanded activated B cells (CD22^+^CD138^−^) and plasmablasts (CD22^−^CD138^+^) were harvested on day 4 post-stimulation. All samples are prepared in biological duplicates for RNA-seq. For in situ HiC, 3, 10, and 33 h post-simulation. Samples are prepared in biological duplicates. Naive resting B cells expanded activated B cells and plasmablasts in situ HiC libraries were used from a previous study GSE99151.

### Manipulating cell cycle

B lymphocytes were stimulated with 10 μg/ml anti-CD40 (1C10) and 500 units/ml IL-4 for 72 h at 2 × 10^5^ cells/ml before being incubated with 6 μM Purvalonol A (Sigma) or 150 μM l-mimosine (Sigma) for 24 h.

### In situ HiC

In situ HiC was performed according to Rao, Huntley^73^. In brief, 7 × 10^5^–3 × 10^6^ cells were resuspended with culture media at 1 × 10^6^ cells/ml and fixed with 1% v/v formaldehyde (Sigma). Crosslinked cells were lysed with HiC lysis buffer (10 mM Tris-HCl pH8.0, 10 mM NaCl, 0.2% Igepal CA630, and protease inhibitors (Sigma)). Pelleted nuclei were then digested with 100U of MboI (NEB) overnight and subsequently biotin-labeled with Klenow fragment (NEB) and biotin-dATP (Invitrogen). Filled ends were ligated with T4 DNA ligase (NEB) and sonicated (Covaris). The resulting DNA fragments were biotin-pulled down and end-repaired with T4 polynucleotide kinase (NEB), T4 DNA polymerase (NEB) and Klenow fragment, followed by A-tailing with 3′–5′ Klenow (exo-) fragment (NEB), and adaptor ligation using Quick ligase (NEB). The resultant HiC libraries were amplified with Phusion Polymerase (Thermo), size-selected and purified with AMPure XP magnetic beads (Beckman). Purified libraries were sequenced on an Illumina NextSeq 500 to produce 81-bp paired-end reads. Approximately 200 million read pairs were generated per sample.

### HiC pre-processing

The data pre-processing and analysis were performed as previously described with changes in parameters^34^. In brief, each sample was aligned to the mm10 genome using the diffHic package v1.14.0^37^ which utilizes cutadapt v0.9.5^74^ and bowtie2 v2.2.5^75^ for alignment. The resultant BAM file was sorted by read name, the FixMateInformation command from the Picard suite v1.117 (https://broadinstitute.github.io/picard/) was applied, duplicate reads were marked and then re-sorted by name. Read pairs were determined to be dangling ends and removed if the pairs of inward-facing reads or outward-facing reads on the same chromosome were separated by less than ~1000 bp for inward-facing reads and ~10,000 bp for outward-facing reads. Read pairs with fragment sizes above ~1000 bp were removed. An estimate of alignment error was obtained by comparing the mapping location of the 3′ segment of each chimeric read with that of the 5′ segment of its mate. A mapping error was determined to be present if the two segments were not inward-facing and separated by less than 1000 bp, and around 1–3% were estimated to have errors.

The HOMER HiC pipeline^76–78^ was also used for HiC analysis. After processing with the diffHic pipeline, libraries in HDF5 format were converted to the HiC summary format with R. Then input-tag directions were created for each library with the makeTagDirectory function, with the genome (mm10) and restriction-enzyme-recognition site (GATC) specified. Summed biological-replicate tag directories for each cell type were also created.

To determine the reproducibility of the libraries the HiCRep R package was utilized to quantify the similarity between all libraries with the stratum adjusted correlation coefficient (SCC)^79^. For every combination of libraries, the raw contact matrices (50 kbp resolution) of individual chromosomes for each replicate were used to compute the SCC with smoothing parameter 3 and maximum distance considered 5 Mbp. For each pairwise comparison, a median SCC was calculated across all chromosomes.

### Detecting differential interactions (DIs)

Differential interactions (DIs) between the different libraries were detected using the diffHic package v1.16.0^37^. Read pairs were counted into 50 kbp bin pairs for all autosomes. Bins were discarded if had a count of less than 10, contained blacklisted genomic regions as defined by ENCODE for mm10^80^ or were within a centromeric or telomeric region. Filtering of bin-pairs was performed using the filterDirect function, where bin pairs were only retained if they had average interaction intensities more than 4-fold higher than the background ligation frequency. The ligation frequency was estimated from the interchromosomal bin pairs from a 1 Mbp bin-pair count matrix. Diagonal bin pairs were also removed. The counts were normalized between libraries using a loess-based approach with bin pairs less than 1.5 Mbp from the diagonal normalized separately from other bin pairs. Tests for DIs were performed using the quasi-likelihood (QL) framework^35,36^ of the edgeR package v3.26.5^38^. A design matrix was constructed using a one-way layout that specified the cell group to which each library belonged. A mean-dependent trend was fitted to the negative binomial dispersions with the estimateDisp function. A generalized linear model (GLM) was fitted to the counts for each bin pair^81^, and the QL dispersion was estimated from the GLM deviance with the glmQLFit function. The QL dispersions were then squeezed toward a second mean-dependent trend, using a robust empirical Bayes strategy^82^. A *p*-value was computed against the null hypothesis for each bin pair using the QL *F*-test. *p*-values were adjusted for multiple testing using the Benjamini–Hochberg method. A DI was defined as a bin pair with a false discovery rate (FDR) below 5%. DIs adjacent in the interaction space was aggregated into clusters using the diClusters function to produce clustered DIs. DIs were merged into a cluster if they overlapped in the interaction space, to a maximum cluster size of 500 kbp. The significance threshold for each bin pair was defined such that the cluster-level FDR was controlled at 5%. Cluster statistics were computed using the csaw package v1.18.0^83^. Overlaps between unclustered bin pairs and genomic intervals were performed using the InteractionSet package^84^.

### Detecting TAD boundaries

TAD breakpoints were detected in each HiC library with TADbit v0.2.0.5 40. Read pairs were counted into 50 kbp bin pairs (with bin boundaries rounded up to the nearest MboI restriction site). The TADbit tool find_tad was run on the raw counts specifying normalized=False. Only TAD boundaries with a score of 7 or higher were included in the results. A one-way ANOVA was used to determine the significance between the median of the TAD sizes at successive stages, after square-root transforming each median.

### Detecting differential TADs

Differential TAD boundaries (DTB) between B-cell activation stages were detected with the diffHic and edgeR packages^37^ using the approach described in Chapter 8 of the diffHic User’s Guide. This approach adapts the statistical strategy recently described for differential methylation^85^ to identify DTBs. The strength of a putative TAD boundary was assessed based on the upstream vs downstream intensity contrast at that genomic locus, defined as the ratio of upstream to downstream HiC reads anchored at that genomic region. edgeR was used to test whether the ratio at each locus significantly increased or decreased in absolute size between B-cell stages. This method directly assesses differential boundary strength relative to biological variation without needing to make TADs calls in individual samples. Upstream and downstream read counts were determined for 100 kbp genomic regions and for 1 Mbp up- and downstream. Low-abundance regions with average log2-counts per million below 1 were removed. Tests for DTBs were performed using the QL framework of edgeR. Tests were conducted with edgeR glmTreat relative to a fold-change threshold of 1.1 in order to prioritize larger fold-changes^86^. Regions with Treat FDR below 0.05 were considered to be DTB.

### Detection of A/B compartments

A/B compartments were identified across all the stages of B-cell activation at a resolution of 100 kbp with the method outlined by Lieberman-Aiden et al.^87^ with the HOMER HiC pipeline^88^. With the summed biological-replicate tag directories, the runHiCpca.pl function was used on each library with -res 100000 and the genome (mm10) specified to perform principal component analysis to identify compartments. To identify changes in A/B compartments between libraries, the getHiCcorrDiff.pl function was used to directly calculate the difference in correlation profiles.

### Detecting differentially interacting promoters (DIPs)

Differentially interacting promoters were detected using across all libraries with the diffHic package37. Gene promoters were defined with the genes from the TxDb.Mmusculus.UCSC.mm10.knownGene package v3.4.7 and by applying the promoters function from the GenomicFeatures package v1.36.2 with upstream = 5kbp and downstream = 5kbp. Interactions between the promoters and the entire genome were counted with the connectCounts function from diffHic with a filter set to 0 and the second.region = 10kbp. Interchromosomal interactions were excluded along with interactions contained in blacklisted regions as defined by ENCODE, centromeres or telomeres. Interactions were filtered by abundance as a function of the distance between the anchors. Using the loessFit function from the limma package v3.40.2^89^ with span 0.05, a loess curve was fitted to the average log counts per million (logCPM) for all libraries (calculated with the cpmByGroup function of edgeR with log = TRUE) as a function of distance 0.25. An interaction was then required to have an abundance larger than the fitted curved plus two times the mean of the absolute values of the residuals from the loess fit. For each unique promoter, interactions were then aggregated to produce a count matrix. Low-abundance promoters were filtered using edgeR’s filterByExpr function with min.count = 200 and min.totals = 200. Obsolute Entrez Gene Ids were removed, as were mitochondrial, ribosomal (rRNA/ncRNA), Riken, olfractory, and X or Y chromosome genes. The counts were normalized between libraries using a loess-based approach with the normOffsets function from the csaw package v1.18.0.

Two different DIPs analyses were performed; with and without the FUCCI B cells HiC libraries. DIPs were detected with the quasi-likelihood (QL) framework^35,36^ of the edgeR package. A design matrix was constructed with a one-way layout that specified the cell type. Using the promoter counts, the estimateDisp function was used to maximize the negative binomial likelihood to estimate the common dispersion across all promoters with trend = none and robust = TRUE^90^. A generalized linear model (GLM) was fitted to the counts^81^ and the QL dispersion was estimated from the GLM deviance with the glmQLFit function with robust = TRUE and trend.method = none. The QL dispersions were then squeezed toward a second mean-dependent trend, with a robust empirical Bayes strategy^82^ to share information between genes. A *p*-value was calculated for each promoter using a moderated t-test with glmQLFTest. The Benjamini–Hochberg method was used to control the false discovery rate (FDR) below 5%. Heatmaps of the filtered and normalized logCPM value were plotted with the coolmap function from the limma package. Mean-difference plots (MD plots) were plotted with the plotMD function.

For each DIP in the analysis, the pattern of the promoter interactions was defined across all the transitions as either: 1 (increasing at a transition), −1 (decreasing at a transition) or 0 (not significantly changed). An individual DIP was determined to be in a pattern if it had FDR below 5% at that transition while the sign of the logFC gave the direction.

### Motif enrichment in DIPs

A stricter DIPs analysis was performed as described in the section above without the FUCCI B cells HiC libraries. In this analysis for an interaction to be included, it was required to have an abundance larger than the fitted curved plus three times the mean of the absolute values of the residuals from the loess fit. DIPs were again grouped into patterns and all the interactions contributing to a pattern were defined. The getfasta function from Bedtools was used to obtain the fasta sequence from all the non-promoter anchors for interactions in a pattern. Relative motif enrichment was performed with the program ame of the MEME v5.0.5^91^ software package on each pattern. The motif database used was HOCOMOCOv11_full_MOUSE from MEME. Enriched motifs were required to have *p*-value < 0.05, adjusted for multiple tests using a Bonferroni correction. The -control flag was used with a set of control sequences as the background. The control sequences were the non-promoter anchors of 1500 randomly selected non-DIPs across B-cell activation. Motifs were removed if the corresponding protein was not expressed (RPKM < 1).

### Detecting looping interactions

Looping interactions were detected in the naive B-cell libraries with a method similar to that described by Rao et al.^73^ and as described previously^34^ except with a bin size of 20 kbp. Established loops were defined as those with enrichment values above 0.5, with an average count across libraries >5, and that were more than 60 kbp away from the diagonal. Loops were annotated with genes in the anchors with annotatePairs function from the diffHic package. The significance of the enrichment of DE genes between naive B cells and 3 h after activation (without logFC threshold) in the loops was performed with a Pearson’s chi-squared test (df = 2). The test was between the portions of genes within/not within loop anchors that are: DE genes increasing, DE genes decreasing, or non-DE genes.

### Visualization of HiC

Multidimensional-scaling plots were constructed with the plotMDS function in the limma package applied to the filtered and normalized logCPM values of each bin pair or promoter for each library. The distance between each pair of samples was the ‘leading log fold change’, defined as the root-mean-square average of the 500 largest log2-fold changes between that pair of samples.

Normalized contact matrices at a 50 kbp resolution were produced with the HOMER HiC pipeline for visualization. With the summed biological-replicate tag directories, the analyzeHiC function was used with the -balance option. This implements the matrix balancing approach which iteratively balances matrices to ensure that the total interactions are the same for each column and row^92^ Plaid plots were constructed using the plotHic function from the Sushi R package v1.22.0^93^. The color palette was inferno from the viridisLite package v0.3.0^94^. The plotBedpe function of the Sushi package was used to plot the interactions contributing to DIPs.

### RNA-seq

RNA was extracted with NucleoSpin RNA Plus (Macherey-Nagel) and subsequently quantified in a TapeStation 2200 using RNA ScreenTape (Agilent). Libraries were prepared with a TruSeq RNA sample-preparation kit (Illumina) from 500 ng RNA, as per the manufacturers’ instructions. Libraries were then amplified with KAPA HiFi HotStart ReadyMix (Kapa Biosystems) and 200 to 400 bp products were size-selected and cleaned up with AMPure XP magnetic beads (Beckman). Final libraries were quantified with TapeStation 2200 using D1000 ScreenTape for sequencing on the Illumina NextSeq 500 platform to produce 81 bp paired-end reads. Around 25 million read pairs were generated per sample.

Reads were aligned to the mm10 genome with Rsubread package v1.28.0 Genewise counts were obtained with featureCounts and Rsubread’s inbuilt Entrez gene annotation. Low-abundance genes were filtered out with the filterByExpr function. Obsolete Entrez Gene Ids were removed, as were mitochondrial, ribosomal, X or Y chromosome genes and variable immunoglobulin gene segments. Normalization was performed with the trimmed mean of *M*-values (TMM) method^95^.

The differential expression analysis was conducted using the quasi-likelihood (QL) framework^35,36^ of edgeR. The empirical Bayes procedure of glmQLFTest was run in robust mode to increase power and protect against hypervariable genes^82^. Differential expression was evaluated using edgeR’s glmTreat function with the log-fold-change threshold set to 1.5^86^. This method prioritizes genes with biological significant changes by ensuring that all differentially expressed genes have observed fold-changes significantly >1.5. The Benjamini–Hochberg method was used to control the FDR below 5%. Log2 RPKM (reads per kilobase per million) were computed with edgeR’s rpkm function. MDS plots, MD plots, and heatmaps were created using the plotMDS, plotMD, and coolmap functions. Distances on the MDS plots correspond to leading log2-fold-changes from the top 500 differentially expressed genes.

### Patterns of differential expression were determined for genes with the same method as the DIPs

#### Gene set enrichment

Tests for over-representation of gene ontology terms were performed with the goana function from the limma package. Gene set enrichment was tested using limma’s fry function and visualized using limma’s barcode enrichment plot. Terms containing less than 100 genes were removed. Categories were ranked according to the percentage of genes within the category that are differentially expressed. Terms in the “CC” ontology category were removed.

#### Associating genomic regions with ChIP-seq profiling

The raw read sequence data of ChIP-seq profiles of Irf4 binding sites in lipopolysaccharide activated B cells and plasmablasts and Blimp1 binding sites in plasmablasts were downloaded from the Gene Expression Omnibus (GEO) repository GSE71698 46. Raw reads were aligned to the mm10 genome with RSubread and duplicate reads were removed with MarkDuplicates. Peaks were called with MACS2 v2.1.1^96^ with default parameters. Overlaps between all the non-promoter anchors for interactions in a pattern and called peaks were identified with the overlapsAny function of the IRanges package v2.20.2^97^. Pearson’s chi-square test with Yates’ continuity correction (degrees of freedom = 1) was used to determine the significance of differences in overlapping proportions.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Reporting Summary

## Data Availability

Sequencing data that support the findings of this study are tabulated in the supplementary tables and are available in the GEO database under accession numbers “GSE147497” and “GSE99151”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Pre-mitotic genome re-organisation bookends the B cell differentiation process
**Source:** Nat Commun. 2021 Feb 26;12:1344. doi: 10.1038/s41467-021-21536-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

In situ HiC library statistics

### **Supplementary Data 2**

Differentially expressed genes across B cell differentiation

### **Supplementary Data 3**

Differential interactions across B cell differentiation

### **Supplementary Data 4**

Pre-existing loop structure and gene expression changes three hours after activation

### **Supplementary Data 5**

Gene ontology of differentially expressed genes across B cell differentiation

### **Supplementary Data 6**

A/B compartment changes across B cell differentiation

### **Supplementary Data 7**

Differential interactions at promoters (DIPs) across B cell differentiation

### **Supplementary Data 8**

Patterns of change in differential interactions at promoters (DIPs) across B cell differentiation

### **Supplementary Data 9**

Gene ontology of DIPs across B cell differentiation

### **Supplementary Data 10**

Gene ontology of DIP patterns across B cell differentiation

### **Supplementary Data 11**

Motif analysis within differentially interacting promoters

### **Supplementary Data 12**

Differential interactions across B cell differentiation, including Pre-S phase population

### **Supplementary Data 13**

Antibodies used in the study

How the deposited data were processed for this re-analysis (not part of the article)

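RNA-Seq of mouse splenic B cells was analysed from 12 libraries, 2 for each of 6 stages: naive B cells, undivided cells at 3, 10 and 33 h after activation with lipopolysaccharide, and expanded B cells and plasmablasts sorted on day 4. The authors sequenced TruSeq libraries on a NextSeq 500, aligned the reads to mm10 with Rsubread and counted them with featureCounts on the inbuilt Entrez annotation. The deposited values are these counts, with no normalization and no filter on genes, together with the exon length of each gene, and the 12 files of single samples held the same counts as the table of the series. The Hi-C data were not analysed here, nor were gene ontology terms.

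Total counts per library ran from 23026619 to 60585587, with a median of 37839944. Of the genes in the deposited table, 25275 IDs were matched to an annotation table, which gave symbols, classes and mm10 coordinates. The 1904 IDs without a match took 1.41% to 2.08% of the counts, 33 ribosomal RNA genes at most 8.7e-06%, 1279 X and Y chromosome genes 1.82% to 2.39%, 15 mitochondrial genes 4.94% to 11.5%, and 248 variable immunoglobulin segments 0.242% to 5.19%. All were removed, after the paper's methods as far as the annotation allowed, which left 23700 genes with 84.0% to 90.6% of the counts. edgeR's filterByExpr kept 12750 of them. A stage with at most 3 counts of a gene in both libraries was taken as the floor, at which a fold change is only a bound.

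R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Libraries were scaled with TMM, dispersions were estimated in robust mode with the quasi-likelihood method of earlier edgeR versions, and all 12 libraries entered a single one-way layout, so that the stages share an estimate of the spread. Consecutive stages were compared with glmTreat against a fold change of 1.5, and with the quasi-likelihood F-test where a change of any size was of interest. Both were adjusted with the Benjamini-Hochberg method at 0.05, and the z scores of transcription factors come from the F-test. RPKM were computed from the deposited counts and lengths with TMM-scaled library sizes, and CPM from the total counts. Log2 fold changes and log2 CPM were computed as well, the latter with a prior count of 2 for the distances between libraries, which use the 500 genes that differ most for each pair.

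Gene lists were tested with limma's fry, which asks whether the genes of a list change, without reference to other genes, and calls among them were compared with those among all other tested genes by Fisher's exact test. The paper's own lists were those of promoters that change interactivity at a single transition (Supplementary Data 8) and the transcription factors of Supplementary Data 11. Lists fixed by name covered ribosome biogenesis, metabolism, DNA replication, DNA conformation, chromatin remodellers, the secretory pathway, the interferon response, immunoglobulin constant genes, markers of T cells, myeloid cells and erythroid cells, and a check of the sex of the mice. The list of immunoglobulin constant genes also held Jchain. Single genes are given where the paper names them for expression or labels them in Fig. 3f, Fig. 4e-h or Supplementary Fig. 1I. For each transition, the 3 DE genes with the largest rise and the 3 with the largest fall are also given, out of genes with an average log2 CPM of at least 5, apart from 1 gene that is not reported here. The comparisons of stages, the lists, this rule and all the alternatives except thinning were chosen before the data were examined.

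The alternatives were DESeq2's size factors or library size alone in place of TMM, DESeq2's Wald test, no filter on low counts or at least 10 counts in every library, dispersions without robust mode or with the newer method of edgeR, a term for the replicate number, fits to only the 4 libraries compared, keeping the removed genes, removing ribosomal protein genes too, and leaving out each library in turn. camera was tried in place of fry with a preset and with an estimated correlation between genes. For the distances, a larger number of genes per pair, a prior count of 0.5 and the same 500 genes for all pairs were tried, and for the transcription factors more than 1 RPKM in every stage. Thinning all libraries to the smallest total count was added after the data were seen.

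The steps were tested on simulated data drawn from the means, dispersions and library sizes of the real libraries, with 200 of 12546 genes changed between expanded B cells and plasmablasts. glmTreat called 86% of the changed genes with the right sign, and 1 gene that was not changed. It found 54% of genes changed 2-fold, 92% of those changed 3-fold, 98% of those changed 4-fold and 100% of those changed 8-fold. The F-test called 97.5% of the changed genes and 15 unchanged genes, and DESeq2 called 76.5% and 0. Of 100 random lists of 100 unchanged genes, 4 had a fry p-value under 0.05 and 0 a camera p-value under it. Counts were drawn independently for each gene, so this does not cover lists whose genes vary together.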

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

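Each of the tests on variable segments was chosen only after the result was seen, whereas the test on the X chromosome was not.

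Variable immunoglobulin segments were removed before the tests, as in the paper. They took 5.15% of the counts in plasmablasts on average, against 0.437% in naive cells and 1.21% in expanded B cells. When the segments were kept, 226 of the 232 tested were called higher in plasmablasts than in expanded B cells and 0 lower (0 also at an unadjusted p under 0.05), and 188 were already called higher at 33 h to expanded. A few segments taking the counts is argued against, since the largest held at most 6.28% of the segments' counts in a plasmablast library. A difference in depth or scaling is argued against by the median log2 fold change of the segments, 2.30, when that of the other tested genes was -0.034. Segments resemble each other, so how reads were divided among them was not resolved. The rise may reflect secretion of antibody by plasmablasts, a hypothesis found and tested on the same libraries.

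X-linked genes were removed as well, and when kept, 170 of 441 were called at naive to 3 h, 66 up and 104 down. That is 38.5% of them, against 45.0% of autosomal genes. A shift of the whole chromosome is argued against, as the X median lay outside the range of the autosome medians at 0 of the 5 transitions. At naive to 3 h it was -0.069, within a range of -0.38 to 0.24. The changes may therefore be those of activation in general, which remains a hypothesis since no other explanation was tested.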

How the results depend on the processing

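Of 90 single-gene results, 66 were past the threshold. Under the alternatives, 1049 of 1074 values kept their direction and their side of the threshold, 16 were no longer past it, 7 came to pass it and 2 were reversed. The reversed values are both of Pax5 at 3 h to 10 h, -0.037 with DESeq2's size factors and -0.036 in DESeq2's Wald test against 0.038, and neither was DE. Of 360 single-gene values with a library left out, 5 changed sign, namely those of Pax5 at 3 h to 10 h without 3 h replicate 1 (-0.17) and without 10 h replicate 2 (-0.080), Ebf1 at 10 h to 33 h without 33 h replicate 2 (0.026), Id2 at 33 h to expanded without 33 h replicate 1 (-0.023) and Bach2 at naive to 3 h without 3 h replicate 2 (0.090), none of which was DE. Except where a paragraph says otherwise, the cause was not tested.

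With library size alone, the genes up at 3 h to 10 h numbered 3432 and those down 1004, and at plasmablast differentiation 1181 and 2953. This setting shifted the median change of all tested genes by -0.21, 0.33, -0.058, -0.0084 and -0.34 at the 5 transitions in order. DESeq2's Wald test gave 1396 up at 3 h to 10 h, 272 down at 10 h to 33 h, 895 in all and 292 down at 33 h to expanded, and 992 down at plasmablast differentiation. Requiring at least 10 counts in every library left 712 at 33 h to expanded, 427 up and 285 down, out of fewer genes tested. The share of calls before the first division was 68.8% with library size alone, 74.0% with at least 10 counts, 69.3% with the removed genes kept, 72.8% in DESeq2's Wald test, and 66.1% with only the 4 libraries compared. Thinning, chosen after seeing the data, made it 72.2%. Shares of fitted changes beyond 1.5-fold, untested, ran from 66.0% to 67.8% across the 12 fits that each left out one replicate.

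For promoters increased only at 10 h to 33 h, camera gave p-values of 0.23 and 0.19 with the preset and estimated correlations, and the median was 0.038 with DESeq2's size factors and -0.039 with library size alone, against 0.0055. Without 33 h replicate 2 it was -0.0057 and without 10 h replicate 1 it was 0. For those decreased only there, the p-values were 0.97 under both forms of camera and 0.98 with library size alone, with medians of -0.0032 with DESeq2's size factors and -0.094 with library size alone. The direction for promoters increased only at plasmablast differentiation reversed with library size alone (p-value 0.82, median -0.061). For those decreased only there, the medians were -0.24 with DESeq2's size factors and -0.61 with library size alone, and from -0.29 to -0.22 across the 4 fits that each left out one replicate.

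Under camera with an estimated correlation, which gave the highest adjusted p of the alternatives for each of the fixed lists, the tests below were no longer past the threshold, with the direction unchanged. The adjusted p-values were 0.19 for ribosome biogenesis at naive to 3 h and 0.46 at plasmablast differentiation, 0.43 for metabolism, 0.074 for DNA conformation and for DNA replication, 0.082 for the secretory pathway, 0.80, 0.71 and 0.46 for the interferon response at naive to 3 h, 3 h to 10 h and 33 h to expanded, 0.19 for immunoglobulin constant genes, 0.38 for T cell markers, and 0.46 for both myeloid and erythroid markers. Under camera with the preset correlation all of them were past it, from 1.8e-70 for DNA replication to 0.017 for T cell markers. Median changes with library size alone were 1.63 and -1.17 for ribosome biogenesis, 0.93 for metabolism, 1.51 for the secretory pathway and 1.51 for immunoglobulin constant genes. With DESeq2's size factors they were -0.80 for ribosome biogenesis at plasmablast differentiation and 0.52 for metabolism.

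Across the 4 fits that each left out one replicate, the median ran from 1.70 to 1.90 and from -0.83 to -0.76 for ribosome biogenesis, from -0.17 to -0.052 for chromatin remodellers, from 1.79 to 1.90 for the secretory pathway, from -2.70 to -1.78 for the interferon response at naive to 3 h, from 1.73 to 1.92 for immunoglobulin constant genes, from -3.37 to -3.00 for T cell markers and from -10.56 to -8.01 for erythroid markers.

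Leading log2 fold changes at the 5 transitions in order were 3.28, 2.36, 2.12, 1.99 and 2.50 with more genes per pair, 5.80, 4.00, 3.75, 3.72 and 4.47 with a prior count of 0.5, and 3.26, 2.08, 2.41, 2.25 and 2.79 with the same 500 genes for all pairs. With library size alone, 1 factor of increasing, then decreasing promoters rose at both transitions, and of those with the opposite pattern 7 fell and then rose and 24 fell at both.

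Replicate numbers did not pair the samples across the 6 stages as a whole, since the correlation of replicate differences was over 0.1 in 3 of 15 pairs of stages and under -0.1 in 1, from -0.29 to 0.30 with a median of 0.038. The highest was that of expanded B cells and plasmablasts, so a pairing of these by culture is left open, and a block shared by all stages does not model it. With a replicate block the calls numbered 5753, 3903, 1853, 1332 and 3305, sharing 98.9%, 98.0%, 97.9%, 95.9% and 98.3% of those without it. Thinned to the smallest library, 3 h replicate 1, the data gave 1113 calls at 33 h to expanded, 78.7% of the 1352 among them, so depth limits the calls made there. Requiring at least 10 counts in every library gave no values for the myeloid and erythroid lists.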

Differences from the paper's values

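For promoters whose interactivity increased only at 10 h to 33 h, fry gave a p-value of 29.2 in units of 1e-06 (2.9e-05), and the paper's value in the same units is about 6.2 in Fig. 3g, read by eye. None of the alternatives set before the data were examined came within 1.5 times of it. In these units the p-values were 87.6 with DESeq2's size factors, 892 with library size alone, 56.6 with at least 10 counts in every library and 105 with a replicate block. With the preset and estimated forms of camera the p-values themselves were 0.23 and 0.19. The list holds promoters that changed at this transition alone, whereas the legend speaks of all that significantly increase there, and the wider list was not tested.

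For promoters whose interactivity decreased only at 10 h to 33 h, fry gave a p-value of 0.016, and the paper's value is about 0.01 in Fig. 3h, read by eye. The alternatives gave 3.2e-04, 0.98, 0.043 and 0.031 in the same order, and 0.97 with both forms of camera, so none closed the gap. The direction from fry was up under each of them, whereas the legend of the figure relates decreased interactivity to decreased expression. Here too the list holds promoters that changed at this transition alone, which the legend does not require.

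The paper states around 25 M read pairs per sample, and the median total count was 37.8 M (SD 9.32 M over the 12 libraries). Neither the paper nor the deposited data state whether a pair was counted once or as 2 reads, and this was not tested.

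The paper describes marked losses of promoter interactions for Bcl6, Myc, Id2, Pax5 and Bach2 at the plasmablast stage, and similar patterns of expression. Expression of Bcl6 instead rose there by a log2 fold change of 0.71, and that of Myc changed by -0.32 (-0.49 without plasmablast replicate 2 and -0.11 without replicate 1) and was not DE, under the 1.5-fold threshold and under each alternative. The F-test without a fold threshold called Bcl6 higher (adjusted p = 0.0037) and Myc lower (adjusted p = 0.035).

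The paper describes the expression of Ell2 as increasing with differentiation, and its log2 fold change at 3 h to 10 h was -1.33, DE downwards here and under each alternative. It also names chromatin remodelling among the functions of genes that change before division. None of the 39 genes tested on a list of remodelling subunits fixed by name, which is not the paper's ontology term, was called at 10 h to 33 h, and 0 were at an unadjusted p under 0.05.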

Other observations

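The tests for female cells, for loss of the Y chromosome, for other cells of the spleen in the naive preparations, for progress of 3 h replicate 2 towards 10 h, for depth at 3 h, and the SD without the trend in gene length were chosen only after the result was seen.

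Genes on the Y chromosome (Ddx3y, Kdm5d, Uty and Eif2s3y), part of the sex check, of which 0 of 5 genes were left to test after removing X and Y, were lower in replicate 2 than in replicate 1 of expanded B cells and plasmablasts. Their summed CPM was 170.6 and 91.5 in expanded B cells, and 111.5 and 63.5 in plasmablasts. The median log2 ratio of replicate 2 to replicate 1 was -0.87 and -0.77, against -0.14 to 0.01 at the other stages, and 0 of 10000 random lists of autosomal genes matched on expression were as low at either stage. A difference in depth or scaling is argued against, since no autosome median was beyond 0.036 in size. Female cells in replicate 2 are argued against by Xist, at 0 counts there. Reads moving to the X-linked copies are argued against too, because in plasmablasts the copies changed by -0.885 CPM in sum while the Y-linked genes changed by -48.0 CPM. In expanded B cells the copies rose by 31.1 CPM and the Y-linked genes changed by -79.1 CPM, with Eif2s3x at 90.3 and 88.4 CPM while Eif2s3y went from 73.4 to 36.3. Loss of the Y chromosome from part of the cells of a culture remains a candidate explanation, with the highest ratio of a Y-linked gene at -0.69 and no autosome or X median beyond 0.1. Expanded B cells and plasmablasts of a replicate may share a culture, which the labels do not state, and other causes specific to the Y chromosome were not tested.

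Naive libraries held transcripts of myeloid and erythroid markers. By 3 h, 12 of 12 myeloid markers were called lower (12 adjusted over the list alone), with a median log2 fold change of -8.01, or -5.02 with bounds, and a fry adjusted p = 8.4e-05. Of the erythroid markers 5 of 5 were called lower (5 adjusted over the list alone), with a median of -8.28, or -7.90 with bounds, and a fry adjusted p = 1.8e-04. Of 11 T cell markers, 8 were called lower and 1 higher (10 and 1 adjusted over the list alone), with a median of -3.05, or -2.23 with bounds, and a fry adjusted p = 3.9e-05. Over the alternatives the adjusted p ran from 3.7e-06 to 0.46 for the myeloid list, from 1.2e-04 to 0.46 for the erythroid list and from 1.8e-05 to 0.38 for the T cell list. Activated cells also express some of these genes. Cd2 and Lck, the most abundant T cell markers, were counted in all the activated libraries, and Cd28 had 64.3 and 71.6 CPM in plasmablasts. Of the 10 myeloid markers with at least 1 CPM in naive cells, 7 had at most 3 counts in all activated libraries, but Itgam and Adgre1 reached 24.3 and 13.4 CPM in expanded B cells. Hbb-b1 reached 5.47 CPM at 33 h. In naive replicates 1 and 2, Lyz2 had 131 and 54.9 CPM, S100a9 56.1 and 18.8 CPM, and Hba-a1 88.0 and 64.7 CPM. Over 10 myeloid markers with at least 1 CPM the median log2 ratio of replicate 1 to replicate 2 was 0.911, and 9 of the 10 were higher in replicate 1. For 5 erythroid markers it was 0.34, with 5 higher, and for 4 T cell markers -0.010. Of 10000 random lists of genes matched on naive expression, 0 had as high a median as the myeloid list, 3 as the erythroid list and 6948 as the T cell list, though genes drawn at random do not vary together as those of a cell type can. Other cells of the spleen in the naive preparations are a candidate source of the myeloid and erythroid transcripts. Myeloid markers took 0.0295% and 0.0131% of the counts. Myeloid or erythroid cells as the cause of most of the 3100 genes called lower are argued against by the naive replicates. If the loss of such cells made most of the calls, at least 25% of the genes would reach the replicate ratio that their fall and the markers imply, and 18.0% and 21.6% did. Other types of cell, such as T cells, whose markers did not differ between the replicates, stay open. Of the 3100 genes, 3.77% (117) had at most 3 counts in all 10 activated libraries, but so did 0 of the 5 erythroid markers, so this share does not decide it.

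Replicates lay furthest apart at 3 h, with an SD of the log2 ratio across genes of 0.53 and a leading log2 fold change of 1.75, against 0.30 to 0.39 and 1.14 to 1.48 at the other 5 stages. Among these 33 h, with an SD of 0.38, was highest in neither. The Spearman correlation of the log2 ratio with gene length was -0.135 at 33 h and -0.157 at 3 h, and largest at 10 h, at 0.21. Gene length as the whole cause is argued against by the SD with the trend in length removed, which was still 0.52 at 3 h and 0.38 at 33 h. With all libraries thinned to the depth of 3 h replicate 1, the SD at 3 h was 0.51 and still the highest, 1.14 times that of the next, 33 h (0.45). The gap had narrowed, so depth stays open for part of it. Of the genes called at 3 h to 10 h, 69.8% lay further along that change in replicate 2 at 3 h, and of those called at 33 h to expanded, 68.3% did in replicate 2 at 33 h. Replicate 1 at 3 h lying further from naive cells was left open by a share of 55.2%. Genes are not independent, and the share ran from 28.0% to 69.8% over all stages and their transitions, with 68.4% in expanded B cells towards plasmablasts, whose replicates lay closest, so such shares alone do not single out these stages, and whether 1 culture had advanced further stays open.

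Interferon response genes, 30 in number, had a median log2 fold change of -2.10 (-2.07 with bounds) at naive to 3 h, 2.05 (1.89 with bounds) at 3 h to 10 h and -1.98 at 33 h to expanded. The calls were 19 lower, 20 higher and 25 lower (23, 23 and 26 adjusted over the list alone), with fry adjusted p-values of 0.0061, 0.0058 and 0.0043, which over the alternatives ran from 0.0027 to 0.80, from 5.0e-06 to 0.71 and from 1.0e-13 to 0.46. At naive to 3 h 1 gene was called higher. A single library carrying the change is argued against, since the smallest median with a library left out was 0.646 of the full one, that of 3 h to 10 h without 10 h replicate 1 (1.32). Scaling is argued against by a largest shift of 0.322 under other scaling. A response that falls at activation and returns may be biological, a hypothesis from the same libraries.

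Many changes of the first 3 h did not last. Of 2674 genes up at 3 h, 900 (33.7%) were called down from 3 h to 10 h and 91 up again, and of 3100 genes down, 1204 (38.8%) were called up and 170 down again. Against naive cells, 1469 of the genes up at 3 h were also called up at 10 h, 1145 were not called and 60 were called down. For the genes down at 3 h the numbers were 1729 down, 1320 not called and 51 up. The 3 h libraries enter both comparisons, so unchanged levels from 3 h were simulated for 10 h. Of 2700 genes raised at 3 h in the simulation 0 were then called lower, and of 3246 lowered 0 were called higher. No gene changed from 3 h to 10 h in that simulation and 0 were called there, against 3932 in the data. Its adjusted cutoff was therefore stricter than that of the data, and genes were drawn independently of each other. The simulation thus cannot exclude that the shared libraries account for part of the reversals.

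At plasmablast differentiation, 52 of 55 secretory pathway genes were called higher (52 adjusted over the list alone), with a median log2 fold change of 1.84 and a fry adjusted p = 1.0e-05. Ribosome biogenesis genes had a median of -0.83, with 54 of 97 called lower (57 adjusted over the list alone) and a fry adjusted p = 1.2e-04. Of 12 tested genes on the list of immunoglobulin constant genes, 10 were called higher and 1 lower (10 and 1 adjusted over the list alone). Their median was 1.85, with a fry adjusted p = 4.4e-05. This list also held Jchain, which is not a constant gene and was among those called higher (4.60). Over the alternatives the adjusted p ran from 8.2e-50 to 0.082, from 1.0e-16 to 0.46 and from 4.1e-07 to 0.19 for these lists in order.

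DNA replication genes were already higher from 3 h to 10 h, with a median of 0.99 and 32 of 53 called higher and 1 lower (34 and 1 adjusted over the list alone, fry adjusted p = 4.4e-04). The adjusted p ran from 2.0e-11 to 0.52 over the alternatives.

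The paper's lists of promoters that changed interactivity at a single transition also moved in expression at other transitions. Of 16 such pairs of list and transition, fry gave an adjusted p-value under 0.05 over all 20 pairs in 10, with the direction up in 6 and down in 4. Promoters decreased only at plasmablast differentiation, for example, had the direction up at 10 h to 33 h (adjusted p = 9.4e-04, median 0.080).

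Twistnb (Entrez 28071, chromosome 12 of mm10 from 33429624 to 33439380), which the paper discusses for its structure, had 25.8 RPKM in naive cells, 77.6 at 3 h, 38.4 at 10 h, 32.2 at 33 h, 24.2 in expanded B cells and 16.6 in plasmablasts. Its log2 fold changes at the 5 transitions in order were 1.59, -1.01, -0.26, -0.41 and -0.54, of which the 2 in front were DE (adjusted p = 1.3e-07 and adjusted p = 2.6e-04 from glmTreat). With library size alone the second was not DE (adjusted p = 0.13) and that at plasmablast differentiation was (adjusted p = 0.0042). Over the alternatives their adjusted p ran from 1.3e-06 to 0.13 and from 0.0042 to 1.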
